# Molecular Basis for Autosomal-Dominant Renal Fanconi Syndrome Caused by *HNF4A*

**DOI:** 10.1016/j.celrep.2019.11.066

**Published:** 2019-12-24

**Authors:** Valentina Marchesin, Albert Pérez-Martí, Gwenn Le Meur, Roman Pichler, Kelli Grand, Enriko D. Klootwijk, Anne Kesselheim, Robert Kleta, Soeren Lienkamp, Matias Simons

## Abstract

HNF4A is a nuclear hormone receptor that binds DNA as an obligate homodimer. While all known human heterozygous mutations are associated with the autosomal-dominant diabetes form MODY1, one particular mutation (p.R85W) in the DNA-binding domain (DBD) causes additional renal Fanconi syndrome (FRTS). Here, we find that expression of the conserved fly ortholog dHNF4 harboring the FRTS mutation in *Drosophila* nephrocytes caused nuclear depletion and cytosolic aggregation of a wild-type dHNF4 reporter protein. While the nuclear depletion led to mitochondrial defects and lipid droplet accumulation, the cytosolic aggregates triggered the expansion of the endoplasmic reticulum (ER), autophagy, and eventually cell death. The latter effects could be fully rescued by preventing nuclear export through interfering with serine phosphorylation in the DBD. Our data describe a genomic and a non-genomic mechanism for FRTS in HNF4A-associated MODY1 with important implications for the renal proximal tubule and the regulation of other nuclear hormone receptors.

## Highlights

• HNF4 controls lipid metabolism in *Drosophila* nephrocytes
• The kidney disease mutation R85W shows dominant-negative effects in nephrocytes
• Dephosphorylation at S87 prevents the dominant-negative effects
• R85W mutation causes mitochondrial dysfunction in reprogrammed renal epithelial cells

## Introduction

HNF4A (HNF4α, NR2A1) is a transcription factor that belongs to the nuclear hormone receptor superfamily. HNF4A plays a critical role in development, cell differentiation, and metabolism, particularly in the visceral endoderm, liver, intestine, kidney, and pancreatic β cells. The most important target genes of HNF4A belong to glucose, lipid, and drug metabolism pathways (Cattin et al., 2009, Fang et al., 2012, Maestro et al., 2007). Like all other nuclear hormone receptors, HNF4A has a ligand-binding domain and a DNA-binding domain (LBD and DBD, respectively). Long considered an orphan receptor, the LBD of HNF4A binds fatty acids in a reversible fashion, as suggested by several reports (Duda et al., 2004, Wisely et al., 2002). The highly conserved DBD recognizes the bipartite direct repeat 1 (DR1) consensus sequence that is present in a great variety of target genes (Fang et al., 2012). Although HNF4A only dimerizes with itself and not with other nuclear receptors (Jiang et al., 1995), it was recently shown that an increase in functional diversity can be achieved by the dimerization of different splice variants (Ko et al., 2019). The levels of nuclear HNF4A are regulated by protein kinase C (PKC)-dependent phosphorylation of a serine residue at position 87 in the DNA-binding domain, leading to enhanced nuclear export and proteasomal degradation (Sun et al., 2007).

More than 2 decades ago, mutations in the *HNF4A* gene were identified as the first monogenic cause of maturity-onset diabetes of the young type 1 (MODY1) (Yamagata et al., 1996), usually diagnosed before the age of 25 years in patients with negative islet cell autoantibodies. Additional MODY genes are *HNF1A* and *HNF1B*, which functionally interact with HNF4A, thereby defining a transcriptional network responsible for phenotypically indistinguishable forms of MODY (Duncan et al., 1998). Thus far, ∼100 MODY1 mutations have been described for the coding region of *HNF4A* (Anık et al., 2015). All of them are dominant mutations, considered to be haploinsufficient (Ferrer, 2002). One specific missense mutation in the DNA-binding domain, p.R85W, causes additional defects in the proximal tubules of the kidney or Fanconi renotubular syndrome (FRTS; OMIM: 616026; note that due to differences in genome annotations, this mutation has also been called R76W and R63W). This mutation has been reported in 15 cases from 12 unrelated families with full penetrance of the FRTS in the carriers (Clemente et al., 2017, Hamilton et al., 2014, Improda et al., 2016, Liu et al., 2018, Numakura et al., 2015, Stanescu et al., 2012, Walsh et al., 2017). In the kidney, HNF4A is exclusively expressed in proximal tubules (Marable et al., 2018). However, why only the R85W mutation in HNF4A causes FRTS remains unclear.

The proximal tubule is situated close to the glomerulus and is required for the extensive reabsorption of water, electrolytes, and specific organic solutes. This includes low-molecular-weight (LMW) proteins, protein-bound lipids, amino acids, glucose, bicarbonate, and phosphate. Uptake occurs via receptor-mediated endocytosis or transepithelial transport, which requires an unusually high amount of energy in the form of ATP. In proximal tubule cells, ATP is for the most part generated by mitochondrial β-oxidation of fatty acids (Kang et al., 2015), which are mostly taken up from the environment (Bobulescu, 2010). FRTS, a failure of proximal tubular function, is therefore featured by LMW proteinuria, glucosuria, aminoaciduria, and phosphaturia, with some forms leading to end-stage renal disease. The most common are genetic forms affecting endolysosomal or mitochondrial functions (Klootwijk et al., 2015).

In *Drosophila*, HNF4A is well conserved (dHNF4), and its inactivation causes the accumulation of lipid droplets (LDs) in various tissues due to reduced mitochondrial function (Bülow et al., 2018, Palanker et al., 2009). Here, we used *Drosophila* nephrocytes as a model for proximal tubules to study the function of HNF4A and the impact of the FRTS-associated R85W mutation. These cells are specialized in the reabsorption of components from the hemolymph (Helmstädter and Simons, 2017, Weavers et al., 2009). The reabsorption includes filtration via slit diaphragms and then, similar to proximal tubular cells, endocytic uptake via the LMW receptors cubilin and amnionless (Helmstädter and Simons, 2017, Zhang et al., 2013a). We found that that the expression of dHNF4 harboring the FRTS mutation affects the catabolism of LDs in nephrocytes by interfering with mitochondrial function, which could be confirmed in a mammalian renal epithelial system (Kaminski et al., 2016). Moreover, we showed that the FRTS mutation promotes the nuclear export of a wild-type reporter protein, thereby reducing transcriptional output in a dominant-negative manner and promoting the formation of cytotoxic dHNF4 aggregates in the cytosol. The cytotoxic effects could be suppressed by inhibiting nuclear exit and proteasomal degradation of dHNF4. By contrast, the expression of another known close mutation in the DBD, R89W (that leads to MODY1 but not to FRTS; Hamilton et al., 2014), did not cause any dominant-negative or cytotoxic effects. Our data shed light on the molecular basis for the unique effects of the FRTS mutation, with implications for lipid metabolism in proximal tubules and for the control of other nuclear hormone receptors.

## Results

### dHNF4 Controls LD Content and Mitochondria in Nephrocytes

Nephrocytes exist in two functionally equivalent populations, one close to the gut (garland nephrocytes) and one close to the heart (pericardial nephrocytes) (Figure 1A). An advantage of the garland nephrocytes is that they can easily be dissected and studied *ex vivo.* The expression and active state of dHNF4 in the nuclei of garland nephrocytes was addressed by two different reporter lines: the first expresses GFP-tagged dHNF4 under its native promoter and was shown to rescue the lethality of a *dHNF4* null mutant (Palu and Thummel, 2016); the second reporter line expresses a chimeric protein obtained by the fusion of the DBD of GAL4 and the LBD of dHNF4, which, when activated, drives the expression of a *lacZ* gene (Palanker et al., 2009). While dHNF4-GFP was readily expressed in the nuclei of garland nephrocytes and surrounding gut tissue (Figure 1B), the *lacZ* reporter was active only in nephrocytes, suggesting an important function of dHNF4 in these cells (Figure 1C).

**Figure 1:**
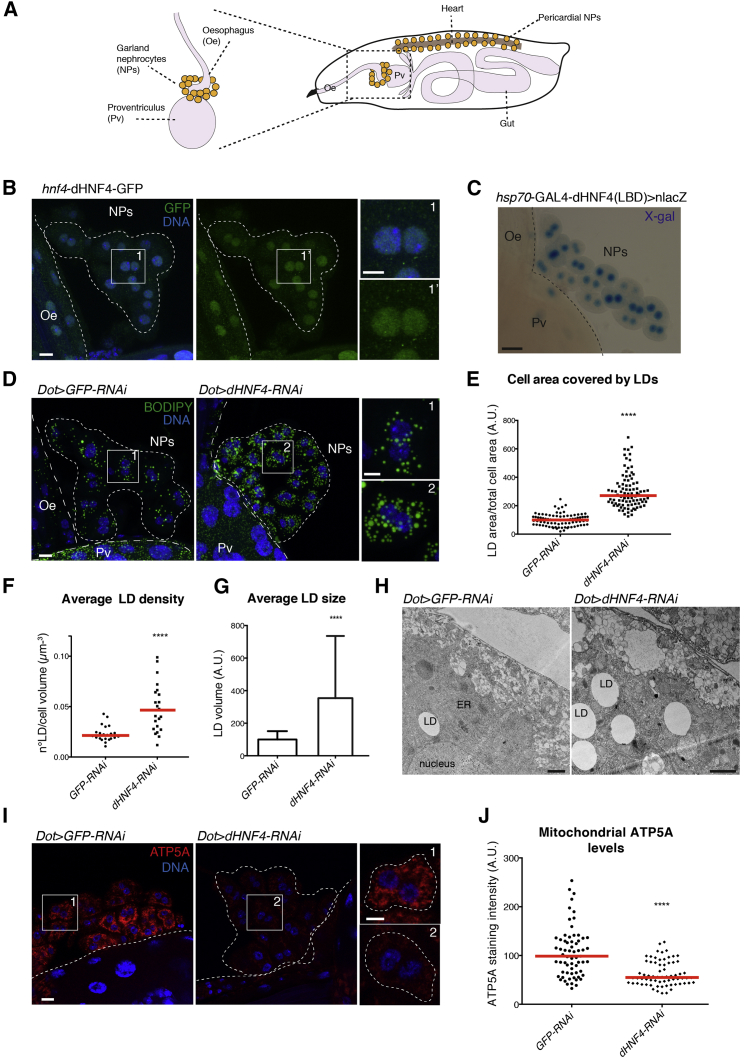
dHNF4 Silencing Increases Lipid Droplet Content and Causes Mitochondrial Dysfunction in *Drosophila* Nephrocytes (A) In *Drosophila* third instar larvae, garland nephrocytes (NPs) are tethered to the esophagus (Oe) and proventriculus (Pv) and pericardial nephrocytes are tethered to the heart. (B) Confocal section with insets showing garland nephrocytes expressing dHNF4-GFP under the native *dHNF4* promoter, stained for GFP and DNA. Scale bars, 10 μm, insets 5 μm. (C) Bright-field images of garland cells expressing a reporter for dHNF4 activation, stained for lacZ expression with X-gal. Scale bars, 10 μm. (D) Z-projections showing staining with BODIPY 493/503 for lipid droplets in nephrocytes expressing RNAi against *GFP* and *dHNF4*. Scale bars,10 μm, insets 5 μm. (E) Quantification of the cell area occupied by LDs per cell. Values were normalized to the average value in control nephrocytes. Scattered plot represents seven independent experiments and red lines represent medians. Mann-Whitney t test: ^∗∗∗∗^p < 0.0001. (F) Quantification of the average LD density measured by the number of LDs per cell volume (two independent experiments, red lines: medians, Mann-Whitney t test: ^∗∗∗∗^p < 0.0001). (G) Quantification of the average LD size. Values were normalized to the average value in control nephrocytes, and bars represent means ± SDs (two independent experiments, Mann-Whitney t test: ^∗∗∗∗^p < 0.0001). (H) TEM sections of GFP and dHNF4-depleted nephrocytes. Scale bars, 1 μm. (I) Confocal sections of GFP and dHNF4-depleted nephrocytes stained for ATP5A and DNA. Scale bars, 10 μm, insets 5 μm. (J) Quantification of the ATP5A staining intensity. Values were normalized to the average value in control nephrocytes (four independent experiments, red lines: medians, Mann-Whitney t test: ^∗∗∗∗^p < 0.0001). See also Figures S1 and S2.

To better understand the function of dHNF4 in nephrocytes, we studied LDs that were previously shown to accumulate in several tissues of starved *dHNF4* null mutants due to a reduction in mitochondrial β-oxidation (Palanker et al., 2009). LDs can be visualized by the lipophilic BODIPY dye that partitions into the triglyceride (triacylglycerol [TAG])- and cholesterylester-filled core of these cytoplasmic organelles. Transgenes were expressed with the UAS-GAL4 system (Brand and Perrimon, 1993) using *Dorothy-*GAL4 (*Dot-*GAL4) and *Sns-*GAL4, both of which have previously been shown to drive expression in both nephrocyte populations (Lovric et al., 2017, Zhang et al., 2013a, Zhang et al., 2013b, Zhuang et al., 2009). We used two different control RNAi transgenes targeting *GFP* or the testis-specific *Pkd2* (Köttgen et al., 2011). Compared to these control cells, depletion of *dHNF4* by two different RNAi lines (*dHNF4* knockdown [KD]) led to an increase in LD content, number, and size in all garland nephrocytes (Figures 1D–1G and S1A–S1E), which could also be observed using transmission electron microscopy (TEM; Figure 1H). The mitochondria of *dHNF4*-depleted cells showed reduced amounts of ATP5A, which is a subunit of the mitochondrial ATP synthase in the respiratory chain (Figures 1I, 1J, S1F, and S1G). Moreover, the accumulation of LDs in *dHNF4* KD cells could be suppressed by silencing *mdy* (Figures S2A and S2B), the ortholog of the endoplasmic reticulum (ER)-localized diacylglycerolacyltransferase 1 (DGAT1). In line with previous studies, these findings suggest that LD accumulation in nephrocytes is a result of reduced β-oxidation and subsequent DGAT1-dependent esterification of unmetabolized fatty acids into TAGs (Chitraju et al., 2017, Nguyen et al., 2017, Palanker et al., 2009).

### Overexpression of dHNF4 Regulates LD in an Expression Level-Dependent Manner

In contrast to the KD, the overexpression of dHNF4 (dHNF4^OE^) significantly decreased LD content in most nephrocytes (Figures 2A and 2B, inset 2), indicating an increased use of storage lipids for mitochondrial β-oxidation. Some cells, however, exhibited the opposite phenotype with strong LD accumulations, as shown in inset 1 and by the outliers in the graph of Figure 2B. LD^+^ cells showed an increase in the area covered by LDs that was, unlike *dHNF4* KD, not due to an increase in size but to an augmented LD number per cell volume (Figures 2C–2E). An enhanced ATP5A staining was observed in LD^−^ cells, but not in LD^+^cells (Figures 2F and 2G), supporting the functional correlation between LD content and mitochondrial respiratory chain activity.

**Figure 2:**
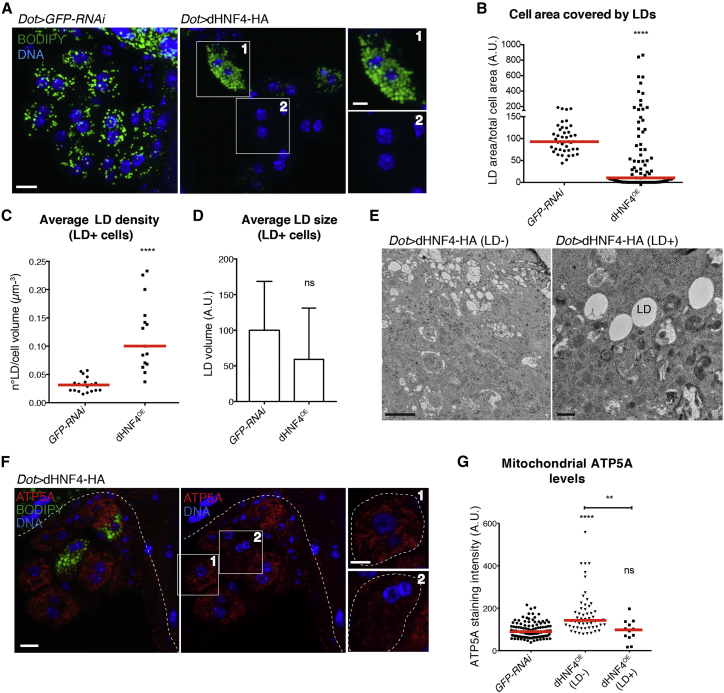
dHNF4 Overexpression Decreases Lipid Droplet Content (A) Z-projections with insets showing LD and DNA staining in control and dHNF4-overexpressing nephrocytes. Scale bars, 10 μm, insets 5 μm. (B) Quantification of the cell area covered by LDs per cell. Values were normalized to the average value in control nephrocytes (five independent experiments, red lines: medians, Mann-Whitney t test: ^∗∗∗∗^p < 0.0001). (C) Quantification of the average LD density (number of LDs per cell volume) in control and dHNF4-overexpressing nephrocytes (three independent experiments, red lines: medians, Mann-Whitney t test: ^∗∗∗∗^p < 0.0001). (D) Quantification of the average LD size. Values were normalized to the average value in control nephrocytes and bars represent means ± SDs (three independent experiments, red lines: medians, Mann-Whitney t test: non-significant [ns]). (E) TEM sections of an LD^−^ and an LD^+^ dHNF4-overexpressing nephrocyte. Scale bars, 1 μm. (F) Confocal sections of dHNF4-overexpressing nephrocytes, stained for LD, ATP5A, and DNA. Scale bars, 10 μm, insets 5 μm. (G) Quantification of the ATP5A staining intensity in LD^−^ and LD^+^ cells shown in (F). Values were normalized to the average value in control nephrocytes (five independent experiments, red lines: medians, one-way ANOVA test: ^∗∗∗∗^p < 0.0001, ^∗∗^p < 0.01, ns: non-significant). See also Figures S2 and S3.

To test whether the different LD phenotypes were dependent on the expression level of dHNF4, we made use of the temperature dependency of the UAS-GAL4 system (Figure S3A) (Duffy, 2002). While low overexpression at 18°C showed complete LD depletion (Figures S3B–S3D), switching the temperature to 29°C at L3 larval stages led to strong lipid accumulation (Figures S3B–S3D) and low ATP5A levels in nephrocytes (Figure S3E). Hereafter, the three different expression levels are referred to as dHNF4^lowOE^ (18°C), dHNF4^OE^ (25°C), and dHNF4^highOE^ (29°C). While the temperature itself also increased LDs to some extent (Figure S3D), dHNF4^highOE^ cells always had more LDs than the controls and dHNF4^lowOE^ always had fewer LDs (Figures S3B–S3D). Moreover, co-expressing *mdy* RNAi with dHNF4 completely abolished LDs in both dHNF4^OE^ and dHNF4^highOE^ cells (Figures S2A and S2B), suggesting that similar to *dHNF4* KD, the increased LD amount, as in the KD, may be the result of unmetabolized fatty acids being diverted toward esterification and storage.

### dHNF4^OE^ Leads to Nuclear Depletion of the Wild-Type Protomer

To better understand the phenotypic similarity between *dHNF4* RNAi and dHNF4^OE^, we studied the localization of the overexpressed dHNF4 in nephrocytes, making use of its hemagglutinin (HA) tag. We identified a spectrum of localization patterns that matched the LD phenotypes seen in each overexpression condition: normal nuclear localization was only found in all dHNF4^lowOE^ and LD^−^ dHNF4^OE^ cells (Figures 3A and 3B), whereas enrichment at the lamin D^+^ nuclear periphery was detected for LD^+^ dHNF4^OE^ cells (Figure 3A) and dHNF4^highOE^ cells (Figures 3B and S3F). As HNF4A normally forms dimer, we also tested effects on the dHNF4-GFP reporter protein. We found that dHNF4^OE^ and dHNF4^highOE^ caused a mild and a strong reduction in nuclear dHNF4-GFP, respectively (Figures 3D and 3E). These data suggest that the phenotypic similarity between KD and dHNF4 overexpression may be explained by the loss of nuclear activity of the protomer expressed from the wild-type allele.

**Figure 3:**
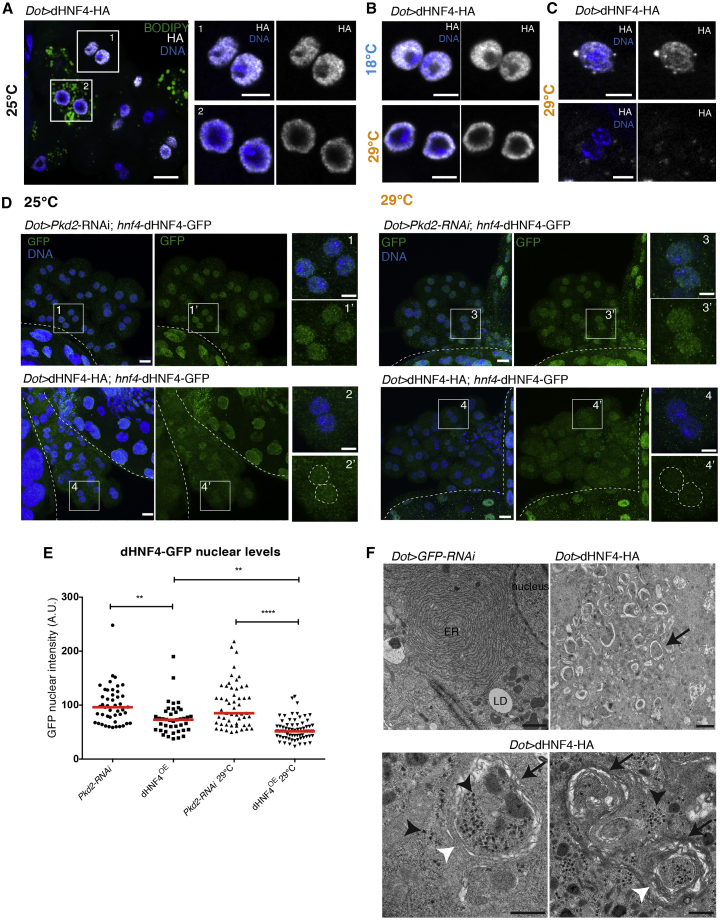
dHNF4^highOE^ Leads to Nuclear Depletion of the Wild-Type Protomer (A) Confocal sections of nephrocytes overexpressing dHNF4, stained for LD, DNA, and HA, and insets showing nuclei. Scale bars, 10 μm, insets 5 μm. (B and C) Confocal sections of representative nuclei stained for DNA and HA of nephrocytes overexpressing dHNF4 at 18°C (B) and 29°C (B and C). Scale bars, 5 μm. (D) Z-projections of nephrocytes expressing dHNF4-GFP under the native *dHNF4* promoter together with control RNAi or dHNF4-HA, at 25°C and 29°C, stained for GFP and DNA. Scale bars, 10 μm, insets 5 μm. (E) Quantification of the average nuclear GFP intensity in (D). Values were normalized to control nephrocytes at 25°C and 29°C (three independent experiments for each genotype, red bars: medians, one-way ANOVA test: ^∗∗^p < 0.01, ^∗∗∗∗^p < 0.0001). (F) TEM sections of dHNF4-overexpressing nephrocytes. Arrows point to autophagic structures. Black arrowheads point to electron-dense aggregates. White arrowheads point to multi-layering of autophagosomal membranes. Scale bars, 1 μm (first and second panels) and 500 nm (third and fourth panels). See also Figures S3 and S4.

### dHNF4^OE^ Causes Cytotoxic Effects

In dHNF4^highOE^ cells, the nuclear depletion of dHNF4 also correlated with the formation of cytoplasmic punctae that were positive for ubiquitin (Figures 3C and S3G). As ubiquitinated aggregates normally stimulate autophagy, we looked at autophagic flux by using the GFP-mCherry-Atg8 tandem reporter (Atg8 corresponds to LC3 in mammals) (Kimura et al., 2007). We observed an increase in Atg8-GFP-mCherry signal in dHNF4^OE^ (Figure S4A and insets). However, unlike the silencing of *ATP6AP2*, a subunit of the proton pump V-ATPase, this signal did not co-localize with GFP, suggesting that autophagic flux was enhanced (Figure S4A and insets). By performing TEM on dHNF4^OE^ cells, we found abundant cytoplasmic phagophores and autophagosomes, whose limiting membranes were often multilamellar in structure (Figure 3F). Numerous electron-dense structures could be detected inside and outside the autophagosomes, possibly representing ribosomes or the aggregates themselves (Figure 3F). Furthermore, we found in control cells a perinuclear compact ER decorated with ribosomes, while ER structures were difficult to detect in dHNF4^OE^ cells (Figure 3F). This was confirmed by immunostaining for the luminal ER marker protein di-sulfide isomerase (PDI) displaying an abnormal ER expansion for LD^+^ dHNF4^OE^ and dHNF4^highOE^ (Figures S4B and S4D), while the ER showed a normal perinuclear morphology in control cells and in dHNF4 KD and dHNF4^lowOE^ cells (Figures S4B and S4C).

The increase in autophagy and the ER abnormalities correlated well with the effects on the viability of nephrocytes and of the entire animal. With *sns-*GAL4, nephrocyte cytotoxicity became apparent already at L3 larval stage, causing a reduction in cell size and number in dHNF4^OE^ as compared to control (Figure S4E). With *Dot-*GAL4 but not *Sns-*GAL4, there was also a reduced animal viability, suggesting that this driver also expresses in cells besides nephrocytes that are essential for survival. While animals expressing dHNF4 at 29°C were dying already at L3 larval stages, there was an intermediate phenotype at 25°C with animals that were able to survive into adulthood, albeit with a loss of nephrocytes (Figure S4F). By contrast, the viability of nephrocytes and whole animals was unaffected in *dHNF4* KD- and dHNF4^lowOE^-expressing animals (data not shown).

The data suggest the following scenario: the higher the expression of dHNF4, the more nuclear export and formation of cytosolic aggregates, which in turn lead to ER damage, autophagy, and eventually cell death. As none of these cytotoxic effects were found for *dHNF4* KD, we conclude that they are related to the cytosolic aggregates of dHNF4^highOE^.

### Blocking Degradation Signaling Prevents dHNF4^highOE^-Induced Phenotypes

The nuclear export and turnover of HNF4A was previously shown to depend on PKC-dependent phosphorylation at the highly conserved serine 87 (S87) in the DBD (Figure 4A) (Sun et al., 2007). We therefore reasoned that suppressing the phosphorylation may also suppress the loss of nuclear HNF4 and cytotoxic effects. To address this, we attempted to suppress phosphorylation by introducing a serine-to-alanine conversion at the corresponding 169 position in the fly sequence (dHNF4^S169A^; Figure 4A). To avoid any confounding positional effects, the UAS transgene was inserted at the same genomic position as the wild-type transgene. We first addressed the localization of this supposedly phospho-deficient form. dHNF4^S169A^ was nuclear at both 25°C and 29°C (Figure 4B), as was the dHNF4-GFP reporter (Figures 4C and 4D). Moreover, LD content was equally depleted as in dHNF4^lowOE^ cells (Figures 4E and 4F), and mitochondrial ATP5A was increased in dHNF4^S169A^ nephrocytes (Figures 4G and 4H), suggesting that dHNF4^S169A^ strongly promotes lipid catabolism. In addition, autophagy, ER morphology, and viability of nephrocytes were normal (Figures S6A–S6C). These data suggest that increasing nuclear dHNF4 levels by preventing nuclear export positively regulates lipid catabolism and mitochondrial function while suppressing any dominant-negative effects.

**Figure 4:**
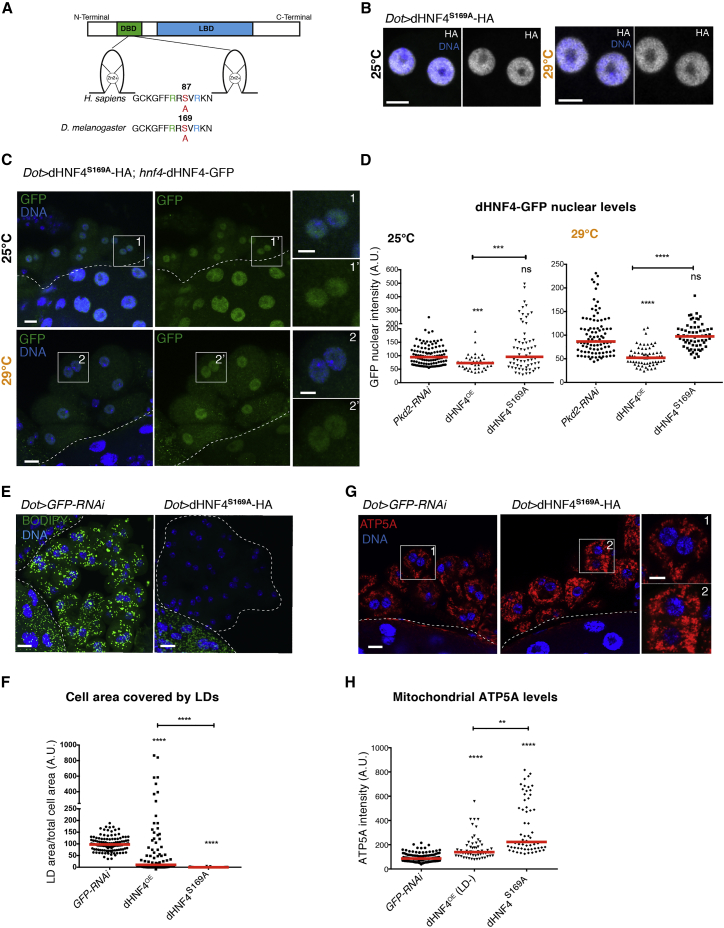
Blocking Degradation Signaling Prevents dHNF4-Induced Phenotypes (A) Region of the DNA-binding domain between the two zinc fingers containing the S87 in humans, corresponding to S169 in flies. (B) Confocal sections of representative nuclei stained for DNA and HA of nephrocytes overexpressing dHNF4^S169A^ at 25°C and 29°C. Scale bars, 5 μm. (C) Z-projections of nephrocytes expressing dHNF4-GFP under the native HNF4 promoter and dHNF4^S169A^ at 25°C and 29°C, stained for GFP, HA, and DNA. Scale bars, 10 μm, insets 5 μm. (D) Quantification of the average nuclear GFP intensity in (C), compared to that of control and dHNF4-overexpressing nephrocytes shown in Figure 3E. Values were normalized to control nephrocytes (three for 25°C and two for 29°C independent experiments, red lines: medians, one-way ANOVA test: ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001, ns: non-significant). (E) Z-projections showing control and dHNF4^S169A^-overexpressing nephrocytes stained for LDs and DNA. Scale bars, 10 μm. (F) Quantification of the cell area occupied by lipid droplets per cell in the genotypes shown in (E) compared to the cell area of nephrocytes expressing dHNF4 shown in Figure 2B. Values were normalized to control nephrocytes (three independent experiments, red lines: medians, one-way ANOVA test, ^∗∗∗∗^p < 0.0001. (G) Confocal sections of control and dHNF4^S169A^-overexpressing nephrocytes, stained for ATP5A and DNA. Scale bars, 10 μm, insets 5 μm. (H) Quantification of the ATP5A staining intensity shown in (G) compared to the staining intensity of nephrocytes expressing dHNF4 (LD^−^) shown in Figure 2G. Values were normalized to the average value in control nephrocytes (three for dHNF4^S169A^ and five for dHNF4^OE^ independent experiments, red lines: medians, one-way ANOVA test: ^∗∗∗∗^p < 0.0001, ^∗∗^p < 0.01). See also Figure S5.

### Renal Fanconi Syndrome-Associated *Drosophila* Mutation R167W Causes LD Accumulation and Mitochondrial Defects

Next, we investigated the impact of the MODY1 mutation R85W, which is uniquely associated with FRTS in humans. We compared its phenotypes to a nearby arginine-to-tryptophan substitution, R89W, that causes MODY1 without FRTS (Figure 5A) (Hamilton et al., 2014). Previously, the crystal structure of human HNF4A had shown that both R85 and R89 are in close proximity to DNA and that replacing either of the arginines with tryptophan could impair DNA binding (Bogan et al., 2000). We confirmed this hypothesis by performing an electrophoretic mobility shift assay (EMSA) in COS-7 cells, showing that while HNF4 wild-type (WT) and S87A readily bound to a DNA probe with HNF4A target motif (Jiang et al., 1995), the binding of HNF4 R85W and R89W was strongly reduced (Figure 5B).

**Figure 5:**
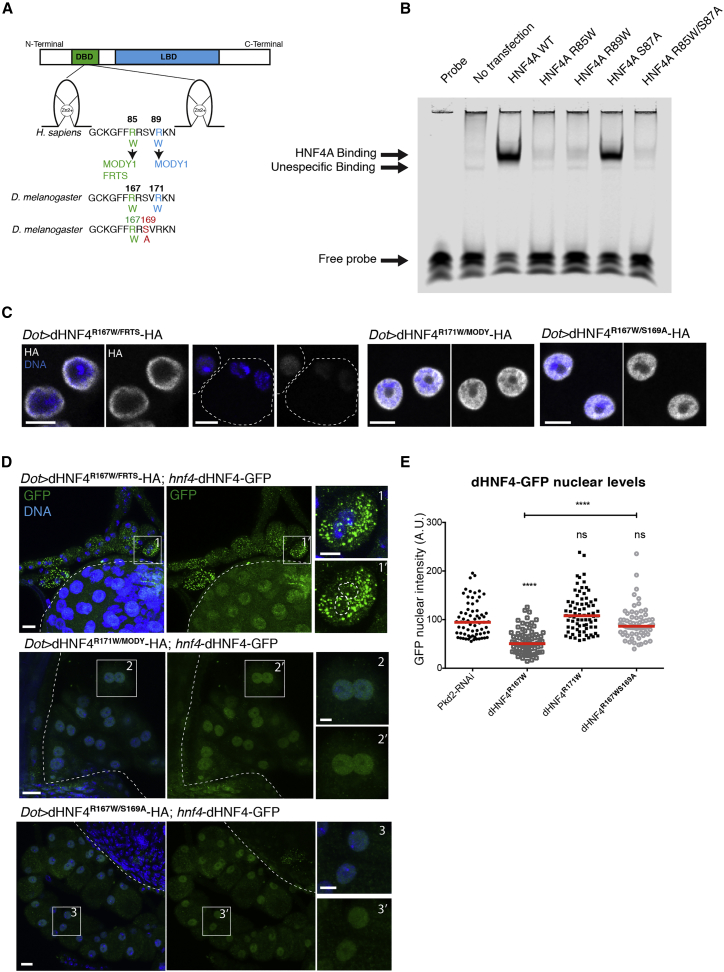
Renal Fanconi Syndrome-Associated Mutation dHNF4 (p.R167W) Causes Nuclear Depletion of the Wild-Type Protomer That Can Be Rescued by Blocking Degradation Signaling (A) Region of the DNA-binding domain between the two zinc fingers containing the human R85W mutation causing both MODY1 and Fanconi renotubular syndrome (FRTS) and the R89W mutation causing MODY1, corresponding to R167W and R171W, respectively, in flies. Below is the dHNF4 double mutant containing R167W/FRTS and S169A mutations (dHNF4^R167W/S169A^-HA). (B) EMSA of COS-7 nuclear extracts containing overexpressed HNF4A WT and mutants with the ApoAI site A probe. (C) Confocal sections of representative nuclei stained for DNA and HA of nephrocytes overexpressing dHNF4^R167W/FRTS^-HA, dHNF4^R171W/MODY^-HA, and dHNF4^R167W/S169A^-HA. Scale bars, 5 μm. (D) Z-projections of nephrocytes expressing dHNF4-GFP under the native *dHNF4* promoter together with dHNF4^R167W/FRTS^-HA, dHNF4^R171W/MODY^-HA, and dHNF4^R167W/S169A^-HA, stained for GFP and DNA. Scale bars, 10 μm, insets 5 μm. (E) Quantification of the average nuclear GFP intensity in (A). Values were normalized to control nephrocytes (four independent experiments for dHNF4^R167W/FRTS^-HA and dHNF4^R171W/MODY^-, three for dHNF4^R167W/S169A^-HA, red bars: medians, one-way ANOVA test: ^∗∗∗∗^p < 0,0001, ns: non-significant). See also Figure S6.

In flies, the arginines in positions 85 and 89 correspond to the arginines in positions 167 and 171 (Figure 5A). We generated two UAS transgenes harboring the two mutations, respectively (hereafter called dHNF4^R167W/FRTS^ and dHNF4^R171W/MODY^). Nephrocytes expressing dHNF4^R167W/FRTS^ displayed either an enrichment of the HA staining at the nuclear periphery or a very weak staining in the nucleus (Figure 5C). Nuclear localization of dHNF4-GFP was completely lost, accompanied by a very strong increase in GFP^+^ puncta in the cytosol (Figures 5D and 5E). Accordingly, these cells displayed a strong increase in LDs (Figures 6A and 6B), which could be fully suppressed by *mdy* KD (Figures S6A and S6B). In addition, mitochondrial ATP5A staining was strongly decreased (Figures 6C and 6D), while autophagy was increased and ER morphology strongly disturbed (Figures 6E and S6G). When using the *Sns-*GAL4 driver nephrocyte, loss was already apparent at early larval stages (Figure 6F). When using the *dot-*GAL4 driver, there was also a strongly reduced animal lethality. In contrast to wild-type dHNF4, these phenotypes could even be observed at 18°C (Figures S6D and S6F), indicating that the dominant-negative effects of dHNF4^R167W/FRTS^ are more severe than they are for dHNF4^OE^.

**Figure 6:**
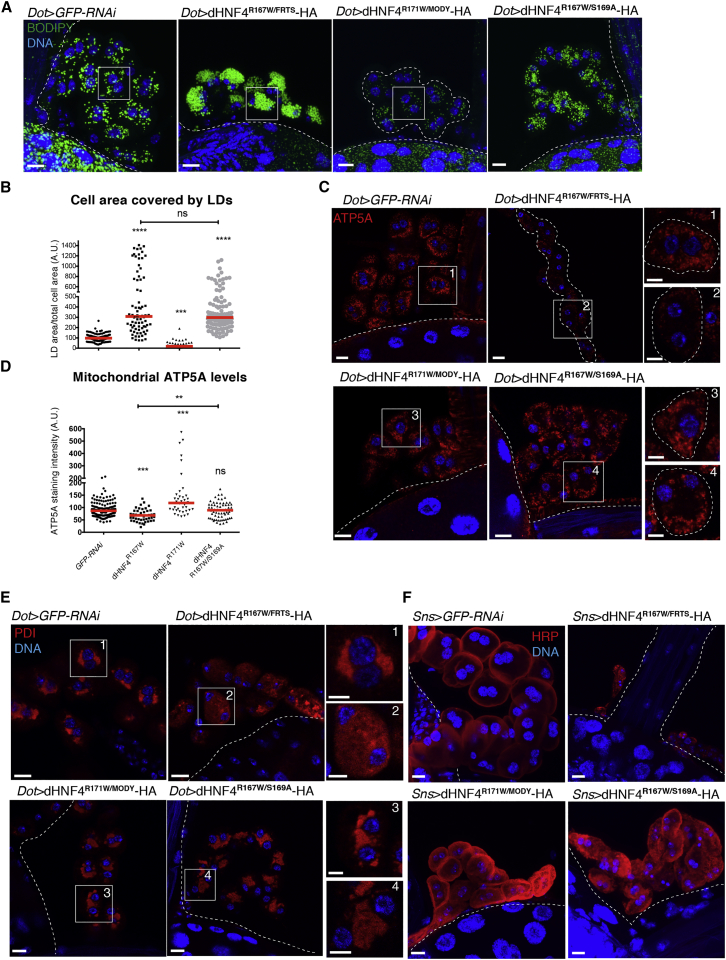
dHNF4^R167W/FRTS^ Causes LD Accumulation, Mitochondrial Defects, and Cytotoxic Effects That Can Be Rescued by Blocking Degradation Signaling (A) Z-projections showing LD and DNA staining in control, dHNF4^R167W/FRTS^-, dHNF4^R171W/MODY^-, or dHNF4^R167W/S169A^-overexpressing nephrocytes. Scale bars, 10 μm. (B) Quantification of the cell area occupied by LDs per cell in the genotypes shown in (A) (five independent experiments for dHNF4^R167W/FRTS^, three for dHNF4^R171W/MODY^ and dHNF4^R167W/S169A^, red lines: medians, one-way ANOVA test: ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001, ns: non-significant). (C) Confocal sections showing nephrocytes expressing *GFP-RNAi*, dHNF4^R167W/FRTS^, HNF4^R171W/MODY^, or dHNF4^R167W/S169A^, stained for ATP5A and DNA. Scale bars, 10 μm, insets 5 μm. (D) Quantification of the ATP5A staining intensity shown in (C). Values were normalized to the average value in control nephrocytes (three independent experiments, red lines: medians, one-way ANOVA test ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001, ns: non-significant). (E) Confocal sections showing PDI and DNA staining in nephrocytes expressing *GFP-RNAi*, dHNF4^R167W/FRTS^, dHNF4^R171W/MODY^, or dHNF4^R167W/S169A^. Scale bars, 10 μm, insets: 5 μm. (F) Z-projections of larval garland nephrocytes expressing *GFP-RNAi*, dHNF4^R167W/FRTS^, dHNF4^R171W/MODY^, or dHNF4^R167W/S169A^ driven by *Sns*-GAL4 and stained for DNA and for HRP-Cy3 staining nephrocyte membranes. Scale bars, 10 μm. See also Figure S6 and Table S1.

The expression of dHNF4^R171W/MODY^ caused no dominant-negative effects. Instead, the situation was highly similar to the expression of the phosphorylation-deficient dHNF4^S169A^: there was a normal nuclear distribution of both the transgene and dHNF4-GFP (Figures 5C–5E). Mitochondria staining, ER morphology, and viability were normal (Figures 6C–6F). Similar observations were made at 29°C (Figures S6C and S6E). The only difference from dHNF4^S169A^ was that for dHNF4^R171W/MODY^, the LD content was only reduced and not fully eliminated (Figure 6A), which is in line with the reduced DNA binding in the EMSA assay (Figure 5B).

### S169A Partially Rescues R167W/FRTS Phenotypes

To prevent phosphorylation in both mutants, we created double mutants of S87A and R167/FRTS and R171W/MODY (Figure 5A). As expected, the nuclear localization of R171W/MODY was unaffected by the additional mutation (not shown). However, the expression of R167W/S169A double mutant showed a strong increase in nuclear levels compared to R167W alone (Figure 5C). The nuclear localization of dHNF4-GFP reporter (Figures 5D and 5E), the ER morphology (Figure 6E), and the autophagy levels (Figure S6G) were entirely restored, suggesting suppressed dominant-negative effects. Moreover, S169A caused a striking restoration of the viability of the whole animal when using *Dot-*GAL4 (data not shown) and of nephrocytes when using *Sns-*GAL4 as drivers (Figure 6F). Although mitochondrial ATP5A levels seemed normalized (Figures 6C and 6D), LD content remained high in the R167W/S169A double mutant (Figures 6A and 6B), suggesting that the dephosphorylation cannot rescue the decreased transcriptional activity. This was supported by the finding that the R85W/S87A double mutant showed almost no detectable DNA binding in the EMSA shift assay (Figure 5B). Therefore, our data demonstrate that preventing the mutant protein from being phosphorylated at S169 and expelled from the nucleus for degradation strongly diminishes all dominant-negative effects of dHNF4 without rescuing lipid metabolism defects (Table S1).

### R85W/FRTS Mutation Causes Mitochondrial Dysfunction in Mouse Reprogrammed Renal Epithelial-like Cells

Finally, to validate the effects of the FRTS mutation in a mammalian model, we chose a direct reprogramming approach, called induced renal epithelial cells (iRECs) (Kaminski et al., 2016), in which HNF4A is one of three transcription factors inducing renal epithelial cell fate (Figure 7A). In this system, HNF4A is particularly important for the expression of several proximal tubular markers (Kaminski et al., 2016), which is in agreement with *in vivo* mouse studies (Marable et al., 2018). Embryonic fibroblasts were isolated from mouse embryonic fibroblasts (MEFs) harboring Cre-recombinase under the control of the renal tubule-specific cadherin-16 promoter (Cdh16/Ksp-Cre) and the tandem dimer Tomato red/EGFP (tdTomato/EGFP) dual fluorescent reporter (Shao et al., 2002). 

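RNA was sequenced from 3 biological replicates each of MEFs (fibroblasts from the limbs of mouse embryos), iRECs made with wild-type HNF4A (iRECs WT) and iRECs made with HNF4A R85W (iRECs R85W). Hnf4a, the mouse gene of the nuclear receptor HNF4A, lies on chromosome 2 from 163506811 to 163572907 of GRCm38 (RefSeq). It had 1, 1 and 7 counts in the MEF libraries and reached 282, 316 and 278 CPM (counts scaled to library size by TMM) in iRECs WT and 133, 158 and 134 CPM in iRECs R85W. Between the iRECs it was lower in iRECs R85W (log2 fold change -1.04, standard error 0.13, adjusted p = 5.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pax8, a kidney transcription factor of the cocktail, was at 1.15, 0.412 and 1.05 CPM in MEFs, 466, 578 and 546 CPM in iRECs WT and 641, 752 and 716 CPM in iRECs R85W. Its log2 fold change between the iRECs was 0.41 (standard error 0.25, adjusted p = 0.282 from the same test). In an edgeR fit of the iRECs alone with the replicate number as a block, chosen after the data were seen, it was 0.43 (adjusted p = 0.0249). Hnf1b, the other transcription factor of the cocktail, was at 1.34, 1.37 and 1.35 CPM in MEFs, 522, 641 and 619.6 CPM in iRECs WT and 371, 403 and 401 CPM in iRECs R85W. It was lower in iRECs R85W than in iRECs WT (log2 fold change -0.60, standard error 0.13, adjusted p = 0.00860 from the same test). Cdh16, the kidney cadherin whose promoter drives the reporter, had 0, 11 and 4 counts in MEFs and lay at 1594, 1587 and 1159 CPM in iRECs WT and 1758, 1514 and 2009.7 CPM in iRECs R85W. The iRECs did not differ in Cdh16 beyond the spread of replicates (log2 fold change 0.28, standard error 0.34, adjusted p = 0.603 from the same test). The transduced HNF4A is human, so reads from it may be counted under mouse Hnf4a only in part. Transduced and endogenous Pax8 and Hnf1b are not told apart in counts per gene. The authors trimmed single-end reads of 50 bp with Trim Galore 0.4.3, aligned them to GRCm38 with STAR and counted them with featureCounts 1.6.0. The deposited values are raw counts per gene symbol, and the gene annotation and strand setting are not given in the sources used here. Total counts were 23300164, 59473866 and 201914717 in the MEF libraries, of which the last combines 2 technical runs. They were 27525130, 24518203 and 23025241 in iRECs WT and 25642304, 27412551 and 29034322 in iRECs R85W. Their mean was 49094055.3, whereas the paper's reported average after quality control is 64 M reads, and the values here use the total counts. The 14240 genes that passed edgeR's filter on low counts were tested in 1 model of all 9 libraries, scaled by TMM and with 6 residual degrees of freedom. With library totals in place of TMM, the median log2 fold change of all genes against MEFs moved by 0.26 in iRECs WT and by 0.25 in iRECs R85W, and changes against MEFs are relative to this scaling. In simulated counts the test recovered 43.3% of 2-fold changes between iRECs WT and MEFs, 37.3% between iRECs R85W and MEFs and 49.3% between the iRECs (67 genes each).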

Upon lentiviral transduction with Pax8, Hnf1b, and HNF4A (wild-type or R85W/FRTS), cells that had switched from Tomato to EGFP expression and thus had acquired renal cell fate were isolated by fluorescence-activated cell sorting (FACS) and then functionally characterized (Figure 7A).

**Figure 7:**
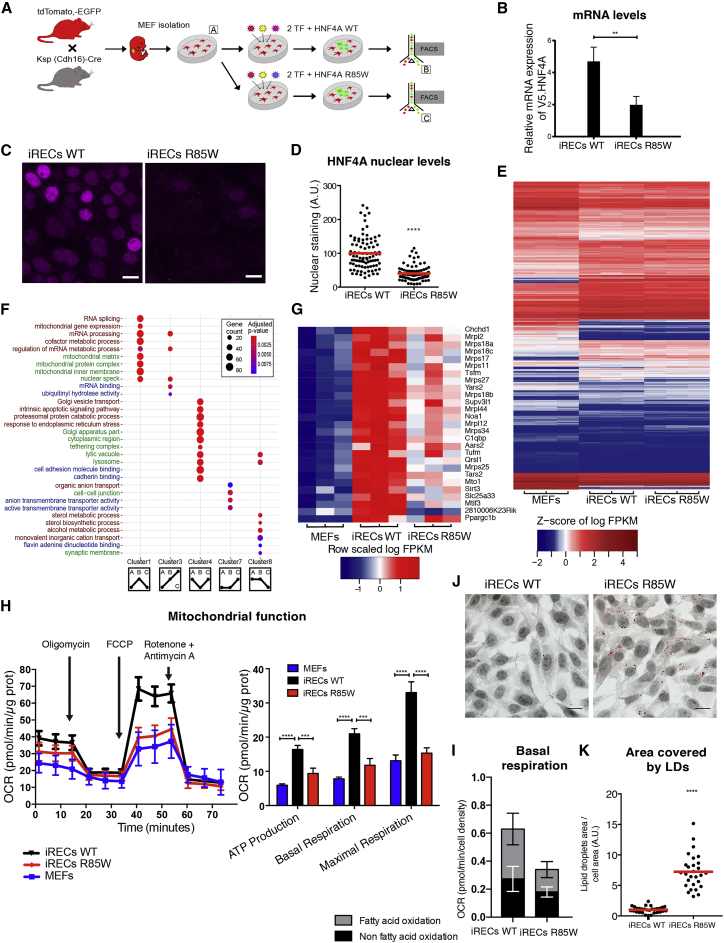
Direct Reprogramming of Mouse Embryonic Fibroblasts to iRECs Using HNF4A R85W (A) Schematic representation of the reprogramming strategy. Mouse embryonic fibroblasts (MEFs) were isolated from the limbs of Ksp-Cre/dtTomato;EGFP E13.5 pups and transduced with the indicated transcription factor cocktails. (B) Relative mRNA expression level of exogenous HNF4A in iRECs HNF4A^WT^-V5 and iRECs HNF4A^R85W^-V5. qPCR primers encompass the V5 region and parts of the coding sequence of transduced HNF4A. Values were normalized to the mTBP housekeeping gene (Mann-Whitney t test: ^∗∗^p < 0.01). (C) Immunostainings of the V5-tag in HNF4A^WT^-V5 and HNF4A^R85W^-V5 iRECs. Scale bar, 10 μm. (D) Quantification of the nuclear staining normalized to the average value of iRECs WT (three independent experiments, red lines: medians, Mann-Whitney t test, ^∗∗∗∗^p < 0.0001). (E) Heatmap of the significant differentially expressed genes (DEGs) (N = 10,963) between all three analyzed conditions. Each row represents a gene. Each column represents one of three biological replicates per reprogramming condition. FPKM, fragments per kilobase million. (F) GO overrepresentation analysis using clusterProfiler. In the schematic depiction of the cluster categories, the first dot represents MEFs (A), the second dot represents iRECs HNF4a WT (B), and the third dot represents iRECs HNF4a R85W (C; see also A). Not more than five of the most significant terms from each biological domain were plotted for clusters 1, 3, 4, 7, and 8. The labels for biological processes are marked in red, molecular function in blue, and cellular component in green. The size of the spheres corresponds to the number of genes included and the color to the adjusted p value. (G) Heatmap of genes representing mitochondrial gene expression. (H) Left: Seahorse XF Cell Mito Stress Test profile. OCR, oxygen consumption rate. Arrows indicate time for drug injection. A representative experiment is shown. Values represent medians ± SEMs of triplicates. Right: Seahorse parameters calculated as indicated in Method Details. Values are shown as medians ± SEMs of replicates from three independent experiments. One-way ANOVA with post hoc Tukey’s test, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001. (I) Basal respiration attributed to fatty acid oxidation using etomoxir calculated as indicated in Method Details. Values are shown as medians ± SEMs of replicates from three independent experiments. (J) Bright-field images of lipid droplets stained with oil red O and counterstained with hematoxylin. Scale bar, 10 μm. (K) Quantification of the cell area occupied by lipid droplets (three independent experiments, red lines: medians, Mann-Whitney t test: ^∗∗∗∗^p < 0.0001). See also Figure S7.

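Col28a1, a collagen chain on chromosome 6 from 7997100 to 8193709, was at 345 ± 101 CPM (SD, n = 3) in iRECs WT and at 0.0355 ± 0.0341 CPM in iRECs R85W (adjusted p = 5.93e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Myo7b, a myosin of brush border microvilli, was at 80.4 ± 15.7 CPM in iRECs WT and 0.0431 ± 0.0483 CPM in iRECs R85W (adjusted p = 1.16e-06 from the same test). Cd34, a surface sialomucin, went the other way, with 0.0363 ± 0.0342 CPM in iRECs WT, 23.5 ± 4.55 CPM in iRECs R85W (adjusted p = 4.66e-06 from the same test) and 42.1 ± 16.5 CPM in MEFs. Hspb8, a small heat shock protein, was at 109 ± 20.2 CPM in MEFs, 102 ± 15.4 CPM in iRECs WT and 0.721 ± 0.370 CPM in iRECs R85W. Its difference between the iRECs passed the same test (log2 fold change -7.12, standard error 0.34, adjusted p = 1.43e-06), and it lies on chromosome 5, whose genes were higher as a group in iRECs WT. Against MEFs, 4365 genes were higher and 4419 lower in iRECs WT, and 3896 were higher and 4070 lower in iRECs R85W. Of these calls 49.7% and 48.9% were higher, and 61.3% and 62.1% when scaled by library totals. Between the iRECs, 1605 genes were higher and 1373 lower in iRECs R85W, against 2463 and 2121 in the fit of the iRECs alone with the replicate block. Of the genes higher in iRECs WT than in MEFs, 737 were lower in iRECs R85W than in iRECs WT (449 without iRECs WT replicate 2 and 486 without iRECs R85W replicate 3). Of the genes lower in iRECs WT than in MEFs, 964 were higher in iRECs R85W than in iRECs WT. Over the 3 conditions, 9377 genes differed at an adjusted p under 0.05. Chromosomes 4, 5, 12 and 19, whose genes were shifted as a group in 1 or both kinds of iRECs, held 19.6% of the tested genes and 1062 of the 2978 genes called between the iRECs (35.7%).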

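Sterol synthesis genes fell from iRECs WT to iRECs R85W, with 10 of 26 lower and 0 higher (20 and 0 when adjusted over the list alone) and a median log2 fold change of -0.80. The list had adjusted p = 8.33e-05 from limma's camera and adjusted p = 0.855 with an estimated correlation. It did not pass in iRECs WT against MEFs, with 6 higher and 7 lower (the same counts when adjusted over the list alone). For that comparison, camera gave adjusted p = 0.525. Ebp, a sterol isomerase, was at 50.1 ± 8.11 CPM (SD, n = 3) in iRECs WT and 31.1 ± 2.07 CPM in iRECs R85W (log2 fold change -0.69, standard error 0.15, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sc5d, a sterol desaturase, was at 40.9 ± 3.59 and 25.6 ± 1.65 CPM (adjusted p = 0.0117 from the same edgeR test). Genes of ribosome biogenesis rose from MEFs to iRECs WT, with 33 of 52 higher and 2 lower (the same counts when adjusted over the list alone). Their list had adjusted p = 2.1e-04 from camera and adjusted p = 0.728 with an estimated correlation. Polr1b, a subunit of RNA polymerase I, was at 22.5 ± 2.47 CPM in MEFs and 172 ± 28.3 CPM in iRECs WT (log2 fold change 2.93, standard error 0.19, adjusted p = 4.11e-07 from the same edgeR test). Splicing genes rose in iRECs WT as well, with 34 of 74 higher and 7 lower (31 and 5 when adjusted over the list alone). The splicing list had adjusted p = 0.0129 from camera and adjusted p = 0.726 with an estimated correlation. Luc7l, a U1 snRNP component, was at 68.8 ± 5.47 CPM in MEFs and 181 ± 21.7 CPM in iRECs WT (adjusted p = 6.64e-06 from edgeR's test). Between the iRECs neither list passed, and the calls among splicing genes were 8 higher and 4 lower (7 and 3 when adjusted over the list alone). For ribosome biogenesis these calls were 3 higher and 3 lower (0 and 0 when adjusted over the list alone). There camera gave adjusted p = 0.902 for splicing and adjusted p = 0.105 for ribosome biogenesis. Proteasome genes rose from MEFs to iRECs WT, with 25 of 40 higher and 3 lower (26 and 3 when adjusted over the list alone). For proteasome genes, camera gave adjusted p = 0.00372 and adjusted p = 0.728 with an estimated correlation. The proteasome list fell from iRECs WT to iRECs R85W, with 6 lower and 2 higher (5 and 2 when adjusted over the list alone). For proteasome genes, camera gave adjusted p = 0.0280 and adjusted p = 0.855 with an estimated correlation. Genes of the ER stress response did not pass in iRECs WT against MEFs, with 10 of 39 higher and 16 lower (11 and 16 when adjusted over the list alone). For ER stress genes, camera gave adjusted p = 0.493. Between the iRECs they did not pass either, with 5 higher and 1 lower (the same counts when adjusted over the list alone). For ER stress genes, camera gave adjusted p = 0.468. P4hb, a protein disulfide isomerase, was at 1519.8 ± 98.4 CPM in MEFs and 823 ± 119 CPM in iRECs WT (log2 fold change -0.88, standard error 0.16, adjusted p = 7.5e-04 from edgeR's test). Lysosomal genes did not pass in iRECs WT against MEFs, with 16 of 64 higher and 25 lower (17 and 25 when adjusted over the list alone). For lysosomal genes, camera gave adjusted p = 0.493. Nor did they between the iRECs, with 7 higher and 6 lower (8 and 7 when adjusted over the list alone). For lysosomal genes, camera gave adjusted p = 0.770. Ctsz, the lysosomal protease cathepsin Z, was at 425 ± 50.9 CPM in MEFs, 0.260 ± 0.0951 CPM in iRECs WT and 79.2 ± 9.51 CPM in iRECs R85W (log2 fold change 8.22, standard error 0.25, adjusted p = 1.48e-07 between the iRECs from edgeR's test). Atp6v1a, a subunit of the proton pump, was at 271 ± 32.7 and 533 ± 55.9 CPM in the iRECs (adjusted p = 0.00118 from edgeR's test). Organic anion transporters did not pass in iRECs WT against MEFs, with 18 of 38 higher and 10 lower (20 and 10 when adjusted over the list alone). Between the iRECs the counts were 5 higher and 4 lower (6 and 4 when adjusted over the list alone). For organic anion transporters, camera gave adjusted p = 0.132 and 0.590 in these 2 comparisons. Some of these lists follow the themes of Fig. 7F, which the paper found in these samples, and are not independent evidence of a direction. The proteasome call between the iRECs ended without iRECs WT replicate 3 (adjusted p = 0.0658 from camera) or without iRECs R85W replicate 3 (adjusted p = 0.234).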

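All 27 genes labelled in Fig. 7G had a higher mean in iRECs WT than in MEFs, with a median log2 fold change of 0.90, and 26 of them passed edgeR's test at an adjusted p under 0.05. All 27 had a lower mean in iRECs R85W than in iRECs WT, with a median log2 fold change of -0.43, and 9 of them passed. The 9 lower genes were Mrps17, Mrps25 and Mrpl12 of the mitochondrial ribosome, Noa1 and C1qbp, which act in mitochondrial translation, Qrsl1 and Mto1, which act on mitochondrial tRNA, the initiation factor Mtif3, and 2810006K23Rik. Noa1, a GTPase on chromosome 5 from 77294169 to 77310413, was at 22.0 ± 0.515 CPM (SD, n = 3) in MEFs, 68.0 ± 7.63 CPM in iRECs WT and 41.4 ± 4.73 CPM in iRECs R85W. Its difference between the iRECs (log2 fold change -0.71, standard error 0.14, adjusted p = 0.00566 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed whichever library was left out, while each of the other 8 genes lost its call without at least 1 library. Tufm, the mitochondrial elongation factor, was at 18.7 ± 3.84 CPM in iRECs WT and 14.3 ± 3.05 CPM in iRECs R85W (adjusted p = 0.286 from the same test). Aars2, the mitochondrial alanyl-tRNA synthetase, was at 36.7 ± 8.72 and 30.6 ± 3.27 CPM (adjusted p = 0.425 from the same test). Ppargc1b, a coactivator of mitochondrial genes, was at 4.14 ± 1.42 and 3.29 ± 1.41 CPM (adjusted p = 0.580 from the same test). Only 2810006K23Rik did not pass between iRECs WT and MEFs (adjusted p = 0.259 from the same test). Against MEFs, 10 of the 27 genes were higher in iRECs R85W (5 without MEFs replicate 1, 6 without iRECs R85W replicate 2 and 21 when scaled by library totals). Noa1, Mrps17, Mtif3 and 2810006K23Rik lie on chromosome 5, whose genes were higher as a group in iRECs WT. Without chromosomes 4, 5, 12 and 19, all 21 genes left had a lower mean in iRECs R85W than in iRECs WT, at a median log2 fold change of -0.39 against -0.43 for the 27 genes, and 3 were called. The figure shows genes of a GO term for mitochondrial gene expression in the same samples, and the paper does not state how they were picked. Their count is therefore not taken as independent evidence of a direction. The 9 calls became 1 without iRECs WT replicate 2 or iRECs R85W replicate 3, 2 without MEFs replicate 2 or iRECs R85W replicate 1, 3 without iRECs R85W replicate 2, 4 without iRECs WT replicate 3, 5 without iRECs WT replicate 1, 5 in the 6 libraries of the iRECs alone, 2 without replicate 1 of both kinds of iRECs, and 15 in the fit of the iRECs alone with the replicate block.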

Reprogramming to iRECs was achieved with both the wild-type HNF4A and the R85W/FRTS mutation at similar rates (0.66% and 0.69%, respectively). We detected lower mRNA levels of HNF4A R85W expression compared to wild-type (Figure 7B). Using immunostaining, we also found lower nuclear staining for HNF4A R85W/FRTS protein (Figures 7C and 7D). However, the overall changes to the transcriptional profile analyzed by RNA sequencing (RNA-seq) were remarkably similar between iRECs reprogrammed using wild-type HNF4A and HNF4A R85W/FRTS, suggesting that the R85W/FRTS mutation retains reprogramming activity and elicits overall similar changes to the gene expression profile from fibroblasts to iRECs (Figure 7E). 

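Genes of epithelial junctions and keratins rose in both kinds of iRECs against MEFs. Of the list's 63 members, 49 passed the filter on low counts, with a median of 0.581 CPM in MEFs. Genes this low in MEFs can pass that filter through the iRECs alone, which favours a rise among the genes tested. In iRECs WT there were 38 of 49 higher and 5 lower (39 and 5 when adjusted over the list alone). For epithelial genes, camera gave adjusted p = 5.0e-10 and adjusted p = 0.0734 with an estimated correlation. In iRECs R85W there were 37 higher and 3 lower (38 and 4 when adjusted over the list alone). For epithelial genes, camera gave adjusted p = 5.99e-12 and adjusted p = 0.0464 with an estimated correlation. Elf3, an epithelial transcription factor, was at 0.0157 ± 0.0144 CPM (SD, n = 3) in MEFs, 43.5 ± 11.1 CPM in iRECs WT and 34.5 ± 1.99 CPM in iRECs R85W. F11r, a tight junction adhesion molecule, was at 0.829 ± 0.255, 113 ± 8.25 and 91.2 ± 10.2 CPM. Fibroblast genes fell in both kinds of iRECs. The counts in iRECs WT were 50 of 57 lower and 2 higher (the same counts when adjusted over the list alone). For fibroblast genes, camera gave adjusted p = 3.22e-14 and adjusted p = 0.138 with an estimated correlation. Those in iRECs R85W were 52 lower and 2 higher (53 and 2 when adjusted over the list alone). For fibroblast genes, camera gave adjusted p = 6.47e-17 and adjusted p = 0.0925 with an estimated correlation. Col1a2, a chain of type I collagen, was at 4085 ± 705 CPM in MEFs, 0.281 ± 0.195 CPM in iRECs WT and 0.255 ± 0.0742 CPM in iRECs R85W. Proximal tubule genes rose in both, with 27 of 44 higher and 7 lower (28 and 8 when adjusted over the list alone) in iRECs WT. Only these 44 of the list's 72 members passed the filter, with a median of 0.397 CPM in MEFs, so the same limit applies. For proximal tubule genes, camera gave adjusted p = 0.00121 and adjusted p = 0.574 with an estimated correlation. The counts were 31 higher and 9 lower (the same counts when adjusted over the list alone) in iRECs R85W. For proximal tubule genes, camera gave adjusted p = 4.54e-04 and adjusted p = 0.425 with an estimated correlation. Ggt1, a brush border peptidase, was at 0.194 ± 0.142, 213 ± 43.2 and 171 ± 43.6 CPM in MEFs, iRECs WT and iRECs R85W. Between the iRECs, epithelial genes were higher in iRECs R85W, with 14 higher and 6 lower (18 and 7 when adjusted over the list alone). For epithelial genes, camera gave adjusted p = 0.0280 and adjusted p = 0.855 with an estimated correlation. Proximal tubule genes did not pass between the iRECs, with 9 higher and 8 lower (12 and 10 when adjusted over the list alone). For proximal tubule genes, camera gave adjusted p = 0.544. Fibroblast genes did not pass there either, with 15 lower and 7 higher (16 and 7 when adjusted over the list alone). For fibroblast genes, camera gave adjusted p = 0.105. Lrp2, the endocytic receptor megalin on chromosome 2 from 69424335 to 69586029, was at 103 ± 44.4 CPM in iRECs WT and 23.4 ± 10.9 CPM in iRECs R85W (log2 fold change -2.14, standard error 0.37, adjusted p = 0.00249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt18, an epithelial keratin, was at 1.19 ± 0.519 and 60.8 ± 11.7 CPM (log2 fold change 5.66, standard error 0.43, adjusted p = 2.0e-05 from the same test). Postn, a fibroblast matrix protein at 1653 ± 782 CPM in MEFs, was at 11.3 ± 4.36 and 1022 ± 378 CPM in the iRECs (adjusted p = 3.73e-05 between them from the same test). Across genes, which are not independent replicates, the log2 fold changes of both kinds of iRECs against MEFs had a Pearson correlation of 0.915, a Spearman correlation of 0.866, a covariance of 8.10 and the same sign in 84.5% of genes. In 20 draws, all libraries were simulated as unchanged from the MEF levels and fitted dispersions, with the simulated MEF libraries as shared controls and genes drawn independently. They gave means of 0.412, 0.443, 0.0630 and 66.1%. Genes called higher against MEFs in both numbered 3221 and lower in both 3468, where independent lists would share 1194 and 1263, and 107 had opposite calls. Libraries of iRECs WT and iRECs R85W correlated at 0.933 to 0.946 over log CPM, those within a condition at 0.976 to 0.991, and MEFs with iRECs at 0.660 to 0.704. Since 3 MEF libraries cannot be split into groups of at least 2, part of the excess over the overlap of independent lists may come from the shared controls. The epithelial call between the iRECs ended without iRECs WT replicate 3 (camera, adjusted p = 0.0654), without iRECs R85W replicate 2 (adjusted p = 0.0514), among genes with at least 1 CPM in 3 libraries (adjusted p = 0.0555) or in the fit of the iRECs alone with the replicate block (adjusted p = 0.0634).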

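Nuclear genes of the mitochondrial ribosome rose from MEFs to iRECs WT, with 43 of 83 higher and 3 lower (the same counts when adjusted over the list alone) and a median log2 fold change of 0.48. This list had adjusted p = 0.00115 from camera and adjusted p = 0.728 with an estimated correlation. Mrpl38, a protein of the large subunit, was at 33.8 ± 6.62 CPM (SD, n = 3) in MEFs and 82.3 ± 8.11 CPM in iRECs WT (log2 fold change 1.28, standard error 0.18, adjusted p = 1.14e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mrpl16, also of the large subunit, was at 24.8 ± 3.78 and 60.6 ± 7.04 CPM (adjusted p = 4.11e-05 from the same edgeR test) and lies on chromosome 19, whose genes were higher as a group in iRECs R85W. From iRECs WT to iRECs R85W the list fell, with 4 lower and 2 higher (1 and 0 when adjusted over the list alone) and a median of -0.22. Over all 14240 tested genes, 1373 were lower and 1605 higher there, so calls were rarer in this list than over all genes. For the mitochondrial ribosome, camera gave adjusted p = 0.0172 and adjusted p = 0.855 with an estimated correlation. Mrps6, a small subunit protein on chromosome 16 from 92058336 to 92112227, was at 109.5 ± 4.84 CPM in MEFs, 111 ± 14.1 CPM in iRECs WT and 52.9 ± 3.30 CPM in iRECs R85W (log2 fold change -1.07, standard error 0.13, adjusted p = 3.94e-04 between the iRECs from the same edgeR test). Against MEFs the list did not pass in iRECs R85W, with 24 higher and 6 lower (22 and 4 when adjusted over the list alone). For the mitochondrial ribosome, camera gave adjusted p = 0.0704. Mitochondrial translation factors and tRNA synthetases rose in iRECs WT, with 22 of 44 higher and 3 lower (21 and 3 when adjusted over the list alone). For mitochondrial translation factors, camera gave adjusted p = 0.0146 and adjusted p = 0.726 with an estimated correlation. Between the iRECs they did not pass, with 6 lower and 2 higher (the same counts when adjusted over the list alone). For mitochondrial translation factors, camera gave adjusted p = 0.105. Genes that maintain mitochondrial DNA and RNA rose in iRECs WT, with 13 of 32 higher and 3 lower (11 and 3 when adjusted over the list alone). For DNA and RNA maintenance, camera gave adjusted p = 0.0317 and adjusted p = 0.726 with an estimated correlation. These did not pass between the iRECs, with 2 lower and 1 higher (0 and 0 when adjusted over the list alone). For DNA and RNA maintenance, camera gave adjusted p = 0.350. Genes of mitochondrial import and structure rose in iRECs WT, with 24 of 50 higher and 2 lower (23 and 2 when adjusted over the list alone). For import and structure, camera gave adjusted p = 0.0111 and adjusted p = 0.728 with an estimated correlation. The import list fell in iRECs R85W, with 7 lower and 1 higher (4 and 1 when adjusted over the list alone). For import and structure, camera gave adjusted p = 0.0223 and adjusted p = 0.855 with an estimated correlation. Chchd4, an import factor of the intermembrane space, was at 11.3 ± 2.25 CPM in MEFs and 51.6 ± 7.37 CPM in iRECs WT (adjusted p = 4.15e-06 from edgeR's test). In the same libraries the cell cycle list lay, relative to the MEF mean, at 1.02, 0.15 and -0.56 (log2) in iRECs WT replicates 1, 2 and 3 and at 0.46, -0.29 and -1.59 in those of iRECs R85W. Between the iRECs the mitochondrial ribosome call ended without iRECs WT replicate 1 (camera, adjusted p = 0.103), without iRECs R85W replicate 1 (0.0668), without iRECs R85W replicate 3 (0.108) or without replicate 1 of both (0.236), and the import call without iRECs WT replicate 1 (0.152), without iRECs R85W replicate 3 (0.0856) or without replicate 1 of both (0.110). In iRECs WT against MEFs, the call for DNA and RNA maintenance ended without iRECs WT replicate 1 (camera, adjusted p = 0.0537). 

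**Figure D1:**
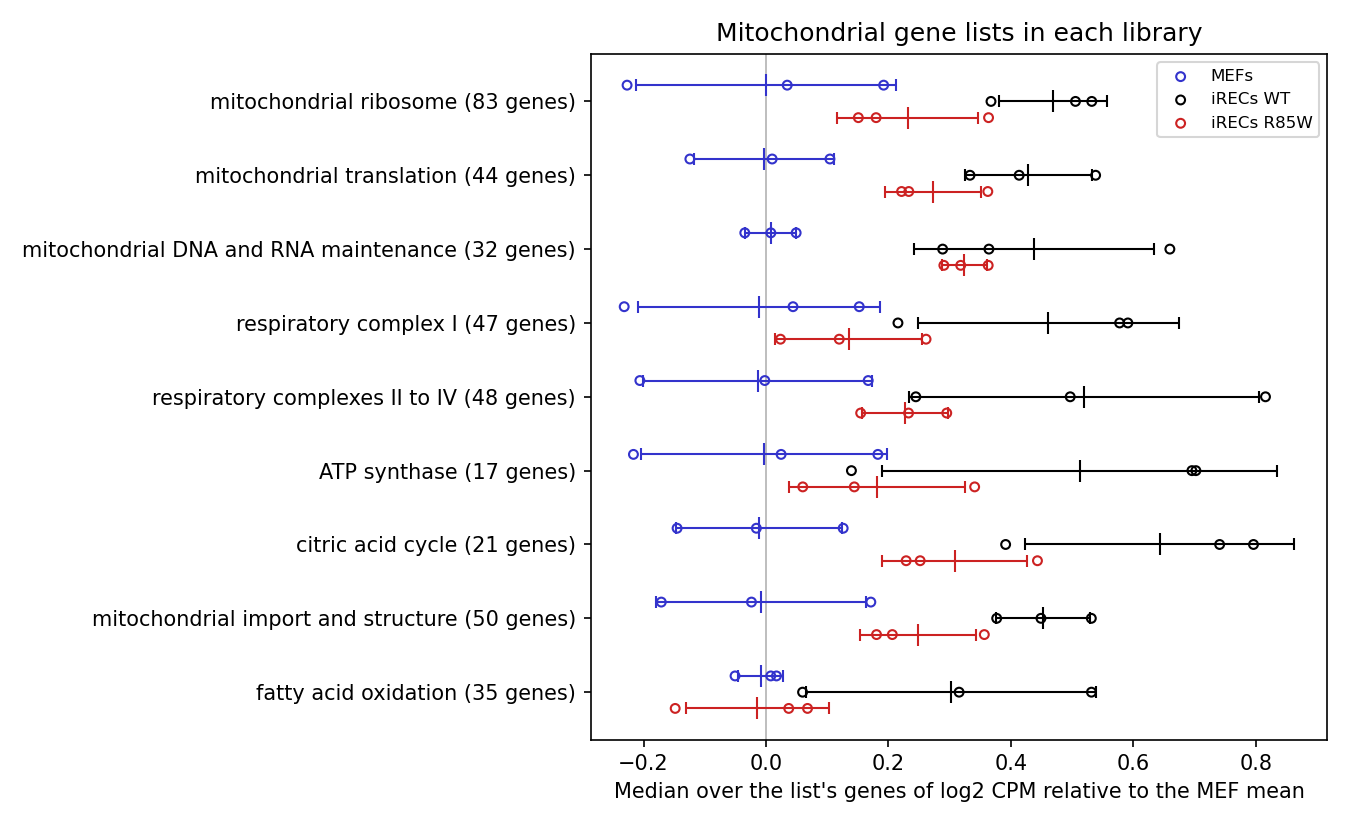
Levels of 9 mitochondrial gene lists in the 9 libraries, with each list on a line and, on the x axis, the median over its genes of log2 CPM relative to the gene's mean over the MEF libraries. Open circles are libraries, vertical ticks condition means and bars the SD (n = 3), and the mitochondrial ribosome list lies at 0.37 to 0.53 in iRECs WT and at 0.15 to 0.36 in iRECs R85W.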

Cluster mapping and Gene Ontology (GO)-term enrichment analysis revealed that genes related to mitochondrial function were induced by reprogramming using wild-type HNF4A, but they had a significantly reduced expression in cells reprogrammed using HNF4A R85W/FRTS (Figures 7F, 7G, S7A, and S7B).

For functional validation, we analyzed the cells with Seahorse XF96 mitochondrial flux analyzer. iRECs reprogrammed with R85W/FRTS showed decreased ATP production and basal respiration together with a strongly impaired maximal respiration (Figure 7H). Although R85W/FRTS iRECs were able to use fatty acids for basal respiration, the treatment of the cells with the mitochondrial fatty acid uptake inhibitor etomoxir showed that the oxygen consumption rate via the oxidation of fatty acids was relatively lower compared to iREC WT cells (Figure 7I). Accordingly, due to the change in mitochondrial function, LDs were increased in iREC R85W compared to iRECs WT (Figures 7J and 7K), confirming the nephrocyte findings in these proximal tubule-like cells.

## Discussion

HNF4A is specifically expressed in the kidney in proximal tubules and is required for the terminal differentiation of proximal tubular cells (Jiang et al., 2003, Marable et al., 2018). However, out of all of the known mutations, only the R85W mutation causes FRTS (Hamilton et al., 2014). Using fly nephrocytes as a model for proximal tubules, we show here that both dHNF4 KD and overexpression of the FRTS mutation (R167W in flies) causes mitochondrial alterations and LD accumulation. By using a dHNF4-GFP as a reporter protein, we show that the FRTS mutation provokes the nuclear export of the wild-type protomer in a dominant-negative manner, possibly explaining the similarity to the KD. The nuclear export is additionally associated with cytoplasmic aggregate formation, increased autophagy, severe ER morphology changes, and eventually cell death. All of these phenotypes are not seen in the KD, suggesting that they are the result of the aggregate formation. However, they could be observed when expressing wild-type dHNF4 at high levels, suggesting dominant-negative effects in this condition as well. For both dHNF4^R167W/FRTS^ and dHNF4^highOE^, these effects could be rescued by the increase in nuclear levels through dephosphorylation at S169.

Crucial for the understanding of the investigated mutations are structural studies of the HNF4A homodimer/DNA complex, in which the homodimer forms multiple domain-domain junctions and a convergence zone or “nerve center,” in which the two LBDs, the upstream positioned DBD, and the hinge region meet. S87 maps precisely to this center, leading to unfavorable charge repulsion upon phosphorylation and disengagement of the quaternary structure needed for DNA binding (Chandra et al., 2013). In another nuclear receptor, constitutive androstane receptor (CAR), the corresponding phosphorylation leads to the formation of inactive homodimers (Shizu et al., 2017), providing support for this model. As R85 is in close contact with the DNA bases and backbone of the dipartite DR1 element in both upstream and downstream protomers of the homodimer (Chandra et al., 2013), the lack of DNA binding in the R85W mutant may promote phosphorylation-dependent conversion of active to inactive homodimers and, finally, nuclear export of both mutant and wild-type protomers.

By contrast, the effects of the MODY mutation R171W resembled those of the phosphorylation-deficient S169A mutant, which is supported by two phosphorylation prediction algorithms (https://scansite4.mit.edu/4.0/#home and http://www.cbs.dtu.dk/services/NetPhos/), showing that R171W/MODY (or R89W/MODY) but not R167W/FRTS (or R85W/FRTS) reduces the probability for phosphorylation at S169 (or S87). In addition, the available HNF4A structure shows that R89 is closer to the S87 convergence zone compared to R85 (Chandra et al., 2013), which may explain that at the R171 (or R89) position, the substitution with the bulky tryptophan could interfere with the S169 (or the mammalian S87) phosphorylation site. Unlike for R167W (or R85W), the reduced DNA binding of R171W (or R89W) may therefore not result in phosphorylation-dependent dominant-negative effects, which is consistent with the haploinsufficiency that has been proposed for most MODY1 mutations (Ferrer, 2002). The reverse conclusion would be that haploinsufficiency alone is not enough to cause FRTS and that dominant-negative effects are required in addition.

As a consequence of the nuclear export due to the dominant-negative mechanism, we uncovered cytotoxic effects that were not seen in the dHNF4 KD and hence are most likely linked with the aggregation of potentially misfolded proteins in the cytoplasm. Our co-labeling with the nuclear envelope marker lamin D shows that the aggregate formation already commences during nuclear export. It can therefore be assumed that the small nuclear pore size causes an accumulation of dHNF4 beneath the nuclear envelope, which in turn favors aggregate formation. Although the order of cytosolic events is not entirely clear, we speculate that the aggregates first pose a challenge for the clearance capacity of the proteasome, which is the normal site of HNF4A degradation (Sun et al., 2007). As a result, the ER may help by translocating chaperones into the cytoplasm to stimulate autophagy, as has been described for BiP and PDI (Cha-Molstad et al., 2015). Consequently, the ability of the ER to address its own misfolded membrane-bound or luminal proteins could be weakened, thereby causing ER stress. Previously, cytoplasmic aggregates due to dominant-negative mutations or polyQ expansions have been observed in two other nuclear receptors, the thyroid receptor and the androgen receptor, respectively (Bunn et al., 2001). In the latter case, the cytoplasmic aggregates were also associated with ER stress (Thomas et al., 2005).

While dHNF4 has been shown to act as a regulator of mitochondria gene expression in the fly (Barry and Thummel, 2016, Bülow et al., 2018, Palanker et al., 2009), the role of mammalian HNF4A in regulating mitochondrial function has so far been poorly investigated. Using the iREC system, we show here that the R85W mutation affects mitochondria by decreasing the transcription of genes for mitochondrial structure and function. This was accompanied by a reduction in β-oxidation, leading to LD accumulation. 

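Genes of respiratory complex I rose from MEFs to iRECs WT, with 21 of 47 higher and 0 lower (17 and 0 when adjusted over the list alone). For complex I, camera gave adjusted p = 0.00634 and adjusted p = 0.728 with an estimated correlation. They fell from iRECs WT to iRECs R85W, with 5 lower and 1 higher (1 and 0 when adjusted over the list alone). Over all 14240 tested genes, 1373 were lower and 1605 higher there, so 5 lower of 47 lies near the share over all genes. For complex I, camera gave adjusted p = 0.0131 and adjusted p = 0.855 with an estimated correlation. Foxred1, an assembly factor of complex I on chromosome 9 from 35204208 to 35211171, was at 26.3 ± 1.83 CPM (SD, n = 3) in MEFs, 43.3 ± 7.40 CPM in iRECs WT and 26.1 ± 0.831 CPM in iRECs R85W (log2 fold change -0.73, standard error 0.16, adjusted p = 0.00838 between the iRECs from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATP synthase genes rose in iRECs WT, with 7 of 17 higher and 0 lower (the same counts when adjusted over the list alone). For ATP synthase, camera gave adjusted p = 0.0317 and adjusted p = 0.728 with an estimated correlation. The ATP synthase list fell in iRECs R85W, with 3 lower and 0 higher (the same counts when adjusted over the list alone). For ATP synthase, camera gave adjusted p = 0.0223 and adjusted p = 0.855 with an estimated correlation. Atp5j2, a subunit of its membrane part, was at 91.1 ± 10.7, 187 ± 42.6 and 83.4 ± 12.1 CPM (log2 fold change -1.17, standard error 0.19, adjusted p = 0.00191 between the iRECs from the same edgeR test) and lies on chromosome 5, whose genes were higher as a group in iRECs WT. Genes of complexes II to IV rose in iRECs WT, with 24 of 48 higher and 2 lower (the same counts when adjusted over the list alone). For complexes II to IV, camera gave adjusted p = 0.00723 and adjusted p = 0.728 with an estimated correlation. Those genes did not pass between the iRECs, with 3 lower and 0 higher (0 and 0 when adjusted over the list alone). For complexes II to IV, camera gave adjusted p = 0.0582. The citric acid cycle list rose in iRECs WT, with 14 of 21 higher and 3 lower (the same counts when adjusted over the list alone). For the citric acid cycle, camera gave adjusted p = 0.0388 and adjusted p = 0.728 with an estimated correlation, and adjusted p = 0.0666 with the replicate block. It did not pass between the iRECs, with 3 lower and 2 higher (the same counts when adjusted over the list alone). For the citric acid cycle, camera gave adjusted p = 0.0574. Fatty acid oxidation genes did not pass in iRECs WT, with 14 of 35 higher and 6 lower (14 and 5 when adjusted over the list alone). For fatty acid oxidation, camera gave adjusted p = 0.253. Between the iRECs they did not pass either, with 4 lower and 5 higher (5 and 6 when adjusted over the list alone). For fatty acid oxidation, camera gave adjusted p = 0.309. Eci1, an isomerase of unsaturated fatty acid oxidation, was at 105 ± 13.3 CPM in iRECs WT and 52.0 ± 8.80 CPM in iRECs R85W (log2 fold change -1.01, standard error 0.16, adjusted p = 0.00163 from edgeR's test). Acsl1, an acyl-CoA synthetase, was at 43.1 ± 1.51 and 80.4 ± 3.03 CPM (log2 fold change 0.90, standard error 0.14, adjusted p = 0.00134 from edgeR's test). Cpt1a, the carnitine transferase of fatty acid entry, was at 161 ± 23.8 and 168 ± 31.2 CPM (adjusted p = 0.833 from edgeR's test) and lies on chromosome 19, whose genes were higher as a group in iRECs R85W. Regulators of mitochondrial biogenesis did not pass in iRECs WT, with 9 of 19 higher and 5 lower (the same counts when adjusted over the list alone). Between the iRECs, where they did not pass either, the counts were 2 lower and 2 higher (4 and 2 when adjusted over the list alone). For these regulators, camera gave adjusted p = 0.354 and 0.893 in the 2 comparisons. Esrrg, an orphan nuclear receptor among them, was at 9.99 ± 2.34, 54.4 ± 12.2 and 26.6 ± 4.84 CPM (adjusted p = 9.58e-06 in iRECs WT against MEFs from edgeR's test). Cell cycle genes were lower as a list in the same iRECs R85W libraries than in iRECs WT, with 1 of 50 lower and 0 higher (0 and 0 when adjusted over the list alone) and a median log2 fold change of -0.69. Calls were rarer in this list than over all genes. The cell cycle list had adjusted p = 0.00405 from camera and adjusted p = 0.855 with an estimated correlation, adjusted p = 0.218 without iRECs WT replicate 1 and adjusted p = 0.333 without iRECs R85W replicate 3. Its median was -0.25 and -0.34 without these libraries, and -1.25 without iRECs R85W replicate 1. Between the iRECs the complex I call ended without iRECs WT replicate 1 (camera, adjusted p = 0.133), without iRECs R85W replicate 1 (0.0668) or without replicate 1 of both (0.310), and the ATP synthase call without iRECs WT replicate 1 (0.152), without iRECs WT replicate 2 (0.0540), without iRECs R85W replicate 1 (0.0668), without iRECs R85W replicate 3 (0.0620) or without replicate 1 of both (0.287). In iRECs WT against MEFs, the ATP synthase call ended without iRECs WT replicate 1 (camera, adjusted p = 0.0919), without iRECs WT replicate 2 (0.0679), without MEFs replicate 1 (0.0728) or among genes with at least 1 CPM in 3 libraries (0.0681), and the citric acid cycle call without iRECs WT replicate 1 (0.0919), without MEFs replicate 1 (0.0604), without MEFs replicate 2 (0.0525) or among those genes (0.0539). From the iRECs, the paper concludes that the R85W mutation acts on mitochondria through lower transcription of genes for their structure and function.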

As the HNF4A R85W also showed lower mRNA levels, we were unable to assess the contribution of any dominant-negative effects in this model. Also, we could not directly measure any effects of HNF4A R85W on DNA binding as we did in the COS-7 cell system. Nevertheless, both the nephrocyte and iREC results suggest that the effect on mitochondria could be one of the reasons why HNF4A R85W affects the fatty acid-consuming proximal tubules (Kang et al., 2015). In this manner, HNF4A-associated FRTS would be related to mitochondriopathies with isolated Fanconi syndrome or Fanconi syndrome as renal manifestation in more widespread disease (Klootwijk et al., 2014, O’Toole, 2014, Reichold et al., 2018). Given that HNF4A may be regulated by free fatty acids, it would be interesting to explore how extensively HNF4A is controlled by the reabsorption of exogenous fatty acids in proximal tubules (or nephrocytes) and whether fatty acid re-esterification and storage in LDs counteracts HNF4A activation.

In conclusion, our findings establish HNF4A as a master regulator of lipid metabolism in nephrocytes with high relevance for proximal tubular cells. We further provide insight into the molecular basis of HNF4A-associated FRTS that has remained enigmatic since the identification of the first patient with the R85W mutation (Hamilton et al., 2014). Our results suggest a rationale for treatments aimed at preventing the nuclear export of HNF4A in such patients. As serine phosphorylation in the DBD has been shown to be conserved in many nuclear hormone receptors (Sun et al., 2007), blocking this phosphorylation as a means to increase nuclear activity should also have more general implications.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rat monoclonal anti-HA	Roche	Cat# 11867423001, RRID:AB_390918
Mouse monoclonal anti-ATP5A	Abcam	Cat# ab14748, RRID:AB_301447
Rabbit anti-GFP	Antibody platform Institut Curie	N/A
Mouse monoclonal lamin Dm0	Developmental Studies Hybridoma Bank	Cat# adl84.12, RRID:AB_528338
Mouse Mono- and polyubiquitinylated conjugates monoclonal antibody (FK2)	Enzo Life Sciences	Cat# BML-PW8810, RRID:AB_10541840
Mouse monoclonal anti-PDI (1D3)	Enzo Life Sciences	Cat# ADI-SPA-891, RRID:AB_10615355
Rabbit anti-p62/Ref(2)P	gift from T.E. Rusten	N/A
Mouse monoclonal anti-V5	Invitrogen	Cat# R96025, RRID:AB_159313

**Chemicals, Peptides, and Recombinant Proteins**		

Paraformaldehyde	Science Services	E15710
Glutaraldehyde	Sigma-Aldrich	G7526
Triton X-100	Roth	3051.3
mounting medium: Roti-Mount FluorCare	Roth	HP19.1
X-gal	ThermoScientific	R0404
polybrene	Santa Cruz	sc-134220
Mayer’s Hematoxylin Solution	Sigma-Aldrich	MHS16
Oil Red O solution	Sigma-Aldrich	O1391
BODIPY 493/503	Invitrogen	D3922
Takyon No ROX SYBR 2X MasterMix blue dTTP	Eurogentec	UF-NSMT-B0701
Oligomycin	Santa Cruz	sc-203342
FCCP	Santa Cruz	sc-203578
(+)-Etomoxir sodium salt	Santa Cruz	sc-215009
Antimycin A	Santa Cruz	sc-202467
Rotenone	Santa Cruz	sc-203242

**Critical Commercial Assays**		

QuikChange II Site-directed Mutagenesis kit	Agilent Technologies	200523
QIAzol Lysis Reagent	QIAGEN	79306
RNeasy Plus Universal Mini Kit	QIAGEN	73404
QuantiTect Reverse Transcription Kit	QIAGEN	205311
Odissey Infrared EMSA Kit	Li-COR	829-07910

**Deposited Data**		

RNA-seq data at GEO	N/A	#GSE139674

**Experimental Models: Cell Lines**		

Monkey COS-7 cells	From V. Cantagrel	N/A
HEK293T/17 cells	ATCC	CRL-11268
Mouse embryonic fibroblasts (MEFs) reprogrammed into induced renal epithelial cells (iRECs)	Primary cells	N/A

**Experimental Models: Organisms/Strains**		

*D. melanogaster*: Dot-Gal4 driver: w; P[mw, Dot-Gal4]	From Z. Han	N/A
*D. melanogaster*: Sns-Gal4 driver: w; P[mw, sns-GCN-Gal4]	From S. Abmayr	N/A
*D. melanogaster*: RNAi of GFP: w[1118]; P{w[+mC] = UAS-GFP.dsRNA.R}142	Bloomington Drosophila Stock Center	BDSC #9330
*D. melanogaster*: RNAi of Pkd2: y[1] sc[^∗^] v[1] sev[21]; P{y[+t7.7] v[+t1.8] = TRiP.HMC03263}attP2	Bloomington Drosophila Stock Center	BDSC #51502
*D. melanogaster*: RNAi of Hnf4: y[1] v[1]; P{y[+t7.7] v[+t1.8] = TRiP.JF02539}attP2	Bloomington Drosophila Stock Center	BDSC #29375
*D. melanogaster*: RNAi of midway: y[1] sc[^∗^] v[1] sev[21]; P{y[+t7.7] v[+t1.8] = TRiP.HMC06242}attP40/CyO	Bloomington Drosophila Stock Center	BDSC #65963;
*D. melanogaster*: GFP- and FLAG-tagged Hnf4: w[1118]; PBac{y[+mDint2] w[+mC] = Hnf4-GFP.FLAG}VK00033	Bloomington Drosophila Stock Center	BDSC #38649
*D. melanogaster*: hsp70-GAL4-dHNF4; UAS-nlacZ56	From Palanker/Thummel	N/A
*D. melanogaster*: w; P[mw, UAS-GFP-mCherry-Atg8]	From Dr. G. Juhasz	N/A
*D. melanogaster*: RNAi of Hnf4: w1118; P{UAS-Hnf4-RNAi-GD4362}	Vienna Drosophila Resource Center	VDRC #12692
*D. melanogaster*: RNAi of ATP6AP2: w; P[mw,UAS-dsRNA-ATP6AP2]KK107676	Vienna Drosophila Resource Center	VDRC #105281;
*D. melanogaster*: P[mw, UAS-Hnf4-3xHA]	FlyORF	F000144

**Oligonucleotides**		

Probe: IRD700-AAAGGTCCAAAGGGCGCCT	Metabion	N/A
Other oligonucleotides, see Table S3.	N/A	N/A

**Recombinant DNA**		

Plasmid: pGW.UAS-HNF4-3xHA.attB	FlyORF	N/A
HNF4 alpha (NM_000457) Human Myc-tagged ORF Clone	Origene	Cat# RC217863
pWPXLd lentiviral vector	Addgene	Cat# 12258
plasmids psPax2	Addgene	Cat# 12260
pMD2.G	Addgene	Cat# 12259

**Software and Algorithms**		

ImageJ		https://imagej.nih.gov/ij/
Imaris	N/A	https://imaris.oxinst.com
Galaxy platform	Afgan et al., 2016	https://usegalaxy.org

**Other**		

FastQC version 0.11.5	N/A	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Trim Galore! version 0.4.3	N/A	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/

### Lead Contact and Materials Availability

Further information and requests for resources should be directed to and will be fulfilled by the Lead Contact, Matias Simons (). All plasmids, oligonucleotides, cell lines, and fly strains generated in this study are available with no restriction.

### Experimental Model and Subject Details

#### Fly strains

*Drosophila melanogaster* stocks were raised on standard cornmeal food. Crosses were reared either at 25°C or at 18°C (e.g., dHNF4^lowOE^). For experiments performed at 29°C (e.g., dHNF4^highOE^), crosses were first kept at 25°C or 18°C until mid-to-late second instar before switching to 29°C for a duration of 24h. For the precise genotype used in each figure, see also Table S2.

#### Cell lines

COS-7 cells (gift by Dr. Cantagrel) were cultured in DMEM (Dulbecco’s modified Eagle’s medium; GIBCO) supplemented with 10% (v/v) FBS (fetal bovine serum; GIBCO) penicillin/streptomycin and glutamine and were maintained in a humidified atmosphere of 5% CO_2_.

iRECs were cultured on 0.1% gelatin-coated flasks in DMEM (Dulbecco’s modified Eagle’s medium; Lonza) supplemented with 10% (v/v) FBS (fetal bovine serum; GIBCO) penicillin/streptomycin and glutamine and were maintained in a humidified atmosphere of 5% CO_2_. iRECs were generated from primary embryonic fibroblasts of male mice (MEFs; see below).

### Method Details

#### Generation of fly strains

The following stocks were used: *dot*-Gal4 and *sns-*Gal4 drivers, UAS-*GFP*-RNAi, UAS-*Pkd2*-RNAi, UAS-*dHNF4*-RNAi TRIP, UAS-*midway*-RNAi, *hnf4*-HNF4-GFP.Flag and *hsp70*-GAL4-dHNF4; UAS-nlacZ56 were all obtained from Bloomington Stock Center. UAS-*dHNF4*-RNAi, UAS-*ATP6AP2*-RNAi were obtained from VDRC and UAS-HNF4-3XHA was obtained from FlyORF. UAS-GFP-mCherry-Atg8 was a kind gift from Dr. G. Juhasz. For more info see Key Resources Table.

UAS-dHNF4^R167W^-, UAS-dHNF4^R167W/S169A^-, UAS-dHNF4^S169A^- and UAS-dHNF4^R171W^ expressing transgenic flies have been created by site-directed mutagenesis using the QuikChange II Site-directed Mutagenesis kit (Agilent) according to the manufacturer’s instructions. Mutagenesis was performed on the pGW.UAS-dHNF4-3xHA.attB plasmid (kindly provided by FlyORF) containing the WT extended gene region of HNF4 using the oligos listed in Table S3. All constructs were injected into flies with the attP landing site at 86FB by Bestgene.

#### Immunohistochemistry, lipid droplet labeling and tissue imaging

Garland nephrocytes from third instar larvae were dissected in PBS, fixed for 20 min in 4% paraformaldehyde in PBS, washed three times in PBS-T (PBS + 0.1% Triton X-100), and incubated overnight at 4°C with primary antibodies diluted in PBS-T. After washing, tissues were incubated for 2 h at room temperature with secondary antibodies (dilution 1:200) and Hoechst (0.5 μg ml^−1^) diluted in PBS-T. Tissues were washed twice in PBS-T followed by a wash in PBS. Tissues were mounted in mounting medium Roti®-Mount FluorCare (Roth). Primary antibodies used were rat anti-HA (1:500, Roche), mouse anti-ATP5A (1:100 Abcam), rabbit anti-GFP (1:500, Antibody platform Institut Curie), mouse lamin Dm0 (5 μg/ml, DSHB), mouse anti-mono- and poly-ubiquitinylated conjugates (1:500, Enzo Life Sciences), mouse anti-PDI (1:500, Enzo Life Sciences), rabbit anti-p62/Ref(2)P (1:5000, gift from T.E. Rusten). Secondary antibodies used were fluorescent conjugated Alexa Fluor 488, Alexa Fluor 555, Alexa Fluor 633, and Alexa Fluor 647 (Invitrogen Molecular Probes). For LD labeling, BODIPY 493/503 (2.5 μg ml^−1^, Molecular Probes) was incubated together with secondary antibodies.

Stainings of pericardial nephrocytes were performed by dissecting the abdomen of 2 days-old female flies in cold PBS. After fixation and washing as mentioned above, tissues were incubated for 2 h at room temperature with Hoechst and horseradish peroxidase (HRP)-Cy3 conjugated (1:100, Jackson Immunoresearch lab) for staining of the cell surface. Tissues were washed and mounted as above.

All images were acquired on a Leica TCS SP8 equipped with a 405-nm laser line and a white light laser with a 63x/1.4 DIC Lambda blue Plan Apochrome objective.

#### X-gal staining

Vials with hsp70-GAL4-dHNF4; UAS-nlacZ56 third instar larvae were heat-shocked in a water bath at 37°C for 30 minutes and allowed to recover for 6 hours at 25°C. Nephrocytes were then dissected in PBS, fixed in 1% glutaraldehyde (Sigma) in PBS for 20 minutes, washed three times in PBS-T and incubated in a pre-warmed 0.2% X-gal solution for 30 minutes at 37°C in the dark. X-gal solution was obtained by adding 8% of X-gal diluted in N,N-dimethylformamide in a pre-warmed X-gal dilution buffer (3mM K_3_Fe[CN]_6_, 3 mM K_4_Fe[CN]_6_, 0,9 mM MgCl_2_, 0,1% Tween in PBS). Then samples were washed in PBS and mounted on glass slides in mounting medium. Pictures were taken on a Axioplan Zeiss microscope with a 63x Oil objective (N.A. = 1.4).

#### Transmission electron microscopy

For transmission electron microscopy, nephrocytes from third instar larvae were fixed with 2.5% gluataraldehyde (Sigma) in 1X PHEM buffer pH7.3 overnight at 4°C. Specimens were first post-fixed with tannic acid 1% in 0.1M cacodylate buffer pH7.2 for 30’, then with 1% osmium tetroxide for 1 hr in 0.1M cacodylate buffer pH7.2 at RT, before pre-embedding the specimens in 4% agar type 9, dehydrating in a graded series of ethanol and embedding in Epon. After heat polymerization, thin sections were cut with a Leica Ultramicrotome Ultracut UC7 sections (60 nm) and stained with uranyl acetate and lead citrate. Images were taken with a Tecnai SPIRIT (FEI-Thermofisher Company at 120 kV accelerating voltage with a camera EAGLE 4K x 4K FEI-Thermofisher Company).

#### Cloning and lentivirus production

For expression in COS-7 cells, mutagenesis was performed using the RC217863 construct (Origene) containing the myc-tagged full-length coding region of human HNF4A2. To this end, the following mutations R85W, R89W, S87A, R85W/S87A were inserted via site-directed mutagenesis (QuikChange II, Stratagene, Santa Clara, CA USA). The oligo pairs used to achieve this are listed in Table S3. The full-length wild-type and mutant cDNA clones were all sequence-verified.

For the lentiviral constructs, mouse transcription factors PAX8 and HNF1b were amplified using gene-specific primers coding sequences and cloned into the pWPXLd lentiviral vector (Addgene). The human transcription factor HNF4A was cloned into a pWPXLd vector containing a V5 epitope tag. For insertion of the R85W mutation into the HNF4A coding sequence, the QuikChange Site-Directed Mutagenesis Kit (Agilent) was applied using the primers listed in Table S3. For lentivirus production, the plasmids pWPXLd, psPax2 and pMD2.G (Addgene) were transfected into HEK293T cells using the calcium phosphate method. After 48h, the supernatant was collected and viruses were precipitated with polyethylene glycol, centrifuged at 6800 rpm for 10 minutes in an Avanti JXN-26 ultracentrifuge (Beckman-Coulter) and stored at −80°C until transduction.

#### EMSA

The doublestranded oligonucleotide probe containing HNF4A-binding site (−192 to −205 from apoA1 promoter from Metabion) labeled with IRDye 700 was used for HNF4A EMSA analysis. The EMSA reaction (20 μL of final volume) contained 1 μL of IRDye 700-labeled DNA probe (50nM) and 2,5 μg of nuclear extracts from COS7 cells transfected with expression plasmids for HNF4A WT or the mutants. The mixture was completed with 2 μL of 10x Binding Buffer, 2 μL of 25mM DTT/2.5% Tween®20 and 1 μL of Poly (dI-dC)1ug/μL from the Odissey® Infrared EMSA kit (LI-COR). The mixture was incubated for 30 min at RT, fractionated on a 4% native polyacrylamide gel containing 50 mMTris, pH 7.5; 0.38 M glycine; and 2 mM EDTA, and imaged by using a Odyssey ® CLx Imaging System.

#### iREC generation and immunocytochemistry

MEFs were reprogrammed to iRECs as previously described (Kaminski et al., 2016). The only difference to the previous protocol is that only EMX2 was not included as reprogramming factor to increase proximal tubular fate. In short, Ksp-Cre reporter MEFs (Ksp, kidney specific protein, Cadherin-16) were obtained from limbs of E13.5 mouse embryos and kept in MEF medium (MEFM, containing Dulbeccos’s modified Eagle’s medium (DMEM), 2 mM L-glutamine, penicillin/streptomycin and 10% fetal bovine serum (FBS). After confluency, cells were split 1:4 and transduced lentivirally with the mouse transcription factors PAX8, HNF1B and human transcription factors HNF4A WT or HNF4A R85W. The following combinations of viruses were used for reprogramming: HNF1B + PAX8 (2TF), 2TF + HNF4A WT and 2TF + HNF4A R85W. Lentiviruses were diluted 1:100 to 1:1000 in MEFM containing 8μg mL^-1^ polybrene (Santa Cruz) and transduced for 12 h on 6 consecutive days. Reprogrammed, GFP-positive cells were sorted 14 days after the last viral transduction using a BD FACSAria™ Fusion flow cytometer (Becton Dickinson).

For immunocytochemistry, cells were washed three times in PBS, fixed for 20 min in 4% paraformaldehyde in PBS, blocked for 10 min in PBS + 3% BSA + 0,1% Tween + 0,1% Triton and incubated overnight at 4°C with primary antibodies diluted in PBS + 3% BSA + 0,1% tween + 0,1% triton. After washing, cells were incubated 2 h at room temperature with secondary antibodies (dilution 1:1000) and Hoechst (0.5 μg ml^−1^) diluted in PBS + 3% BSA + 0,1% tween + 0,1% triton. Cells were washed three times in PBS and mounted in Roti®-Mount FluorCare (Roth). As primary antibody mouse anti-V5 (1:400, Invitrogen) was used, and as secondary antibody fluorescent conjugated Alexa Fluor 647 (Invitrogen Molecular Probes). For lipid droplet staining, iRECs were washed three times in PBS, fixed for 25 min in 4% paraformaldehyde in PBS, washed three times in PBS and incubated for 1h with Oil Red O solution (Sigma) diluted with distilled water in a 3:2 ratio. Cells were counterstained with Mayer’s Hematoxylin Solution for 1 min and washed three times in tap water.

#### Mitochondrial activity measurements

For measurements of the oxygen consumption rate (OCR) with the Seahorse XF bioanalyzer (Agilent Technologies), iRECs and MEFs were seeded at a density of 20000 cells per well in a collagen coated XFe96 cell culture microplate (Agilent Technologies). 12 hours post-plating cells were balanced for 1 hour in unbuffered XF assay media (Agilent Technologies) supplemented for OCR analysis with 2 mM Glutamine, 10 mM Glucose and 1 mM Sodium Pyruvate. For OCR measurements, compounds were injected during the assay at the following final concentrations: oligomycin (ATP synthase inhibitor to measure respiration associated with cellular ATP production; 1 μM), FCCP (uncoupling agent to measure the maximal respiration capacity; 1 μM), Rotenone and Antimycin A (ETC inhibitors to measure the non-mitochondrial respiration; 1 μM). The data were normalized to protein content measured in each well using BCA assay (Thermo Fisher Scientific) according to the manufacturer’s instructions. Seahorse parameters were calculated as followed: last rate measurement before oligomycin injection – minimum rate measurement after oligomycin injection = ATP production; last rate measurement before first injection – non-mitochondrial respiration rate = basal respiration; maximum rate measurement after FCCP injection – non- mitochondrial respiration = maximal respiration. To determine the contribution of fatty acid oxidation to the OCR, etomoxir (CPT1 inhibitor) was injected at a final concentration of 400 μM before the injection of the above-described compounds. Basal respiration of cells treated with vehicle – Basal respiration of cells treated with etomoxir = basal respiration due to fatty acid oxidation; Basal respiration – Basal respiration due to fatty acid oxidation = basal respiration independent of fatty acid oxidation. For etomoxir experiments results were normalized by cell area measured with IncuCyte® S3 Live-Cell Analysis System.

#### RNA sequencing and qPCR

Total RNA was extracted with QIAzol Lysis Reagent (QIAGEN) and isolated using the RNeasy Plus Universal Mini Kit (QIAGEN). Library preparation and RNA sequencing were conducted by GATC Biotech AG on an Illumina platform with single-end 50 bp mRNA sequencing. Sequencing data were uploaded to the Galaxy platform (Afgan et al., 2016), and usegalaxy.org server was used to analyze the data. Quality check was assessed with FastQC version 0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed with Trim Galore! version 0.4.3 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and aligned to the genome build GRCm38 using RNA STAR2 version 2.5.2b. Average read count after quality control was 64 million. Gene counts were calculated with featureCounts version 1.6.0 and differentially expressed genes (DEG) between MEF and iREC WT and iREC R85W conditions were determined using DESeq2 version 1.18.1.

For quantitative PCR total RNA was extracted from iRECs which were re-sorted using a strict gating of GFP-positive cells. RNA extraction was performed as described above. For reverse transcription to cDNA the QuantiTect Rev. Transcription Kit (QIAGEN) was applied according to manufacturer’s instructions. The qPCR was performed on a Roche LightCycler® 480 instrument using 10 ng of cDNA, gene-specific primers and Takyon SYBR® Master Mix (Eurogentec, Takyon No Rox SYBR® MasterMix dTTP Blue, UF-NSMT-B0701). The primers used are listed in Table S3.

qPCR data were analyzed applying the comparative CT method (Schmittgen and Livak, 2008). RNA-seq raw data files have been deposited in GEO (Gene expression omnibus).

### Quantification and Statistical Analysis

#### Image analysis

For nephrocytes, percentage of total cell area occupied by LDs was quantified with the “Analyze Particles”-tool of Fiji on thresholded Z stack projections images of BODIPY 493/503. Average nuclear intensity of dHNF4-GFP staining in nephrocytes and whole ATP5A staining intensity in nephrocytes were measured on the nuclear z-plane by the mean intensity using the “Analyze Measure”- tool of Fiji. LD size and density were measured with Imaris by defining the volume of the cell in 3D and then using the Spot Detector tool. For calculating LD density, the number of LDs was normalized to the total volume of the segmented cell.

For IRECs, the average nuclear intensity of HNF4A-V5 was measured on the nuclear z-plane by the mean intensity using the “Analyze Measure”-tool of Fiji. For LD staining, the percentage of the area occupied by LDs in iRECs was quantified using the “Analyze Particles”-tool of Fiji on thresholded images.

#### Statistics

All experiments were repeated at least 3 times with consistent results. Statistical analysis was performed with 2-tailed, unpaired Mann-Whitney’s t test for comparison of 2 groups, or one-way ANOVA followed by Tukey’s or Dunn’s multiple comparison test for multiple comparisons after verifying normality. Statistical analyses were performed using the GraphPad Prism 6.0 program. *P* less than 0.05 was considered significant (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001). More details on statistics can be found in each figure legend.

#### RNA-seq data analysis

Downstream analysis was performed using R version 3.5.0. A heatmap of the significant DEG (N = 10963) between all three analyzed conditions was drawn using gplots version 3.0.1 (Figure 7E). For this, FPKM (Fragments Per Kilobase Million) values were calculated for every gene, base 10 logarithm was computed and z-score standardization was performed. Significant DEG were then divided into 12 clusters using soft clustering tool Mfuzz (Kumar and Futschik, 2007). Computed clusters were assigned to eight logically expected expression change patterns (Figure S7). 

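Fbln5, an elastic fibre protein, was at 1439 ± 157 CPM (SD, n = 3) in MEFs, 0.294 ± 0.0835 CPM in iRECs WT and 0.295 ± 0.217 CPM in iRECs R85W. In iRECs WT against MEFs it was lower (log2 fold change -12.27, standard error 0.44, adjusted p = 1.34e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lies on chromosome 12, whose genes were lower as a group in iRECs WT. Twist2, a transcription factor of mesenchyme, was at 37.5 ± 4.37, 1.09 ± 0.381 and 0.125 ± 0.0465 CPM (log2 fold change -5.09, standard error 0.29, adjusted p = 1.85e-07 in iRECs WT against MEFs from the same test). Genes of cartilage and bone fell in both kinds of iRECs against MEFs, with 15 of 20 lower and 3 higher (the same counts when adjusted over the list alone) in iRECs WT and 14 lower and 2 higher (15 and 2 when adjusted over the list alone) in iRECs R85W. For this list, camera gave adjusted p = 4.55e-04 and adjusted p = 0.574 with an estimated correlation in iRECs WT. In iRECs R85W it gave adjusted p = 1.08e-04 and adjusted p = 0.425 with an estimated correlation. In all, 2636 genes were lower in both kinds of iRECs than in MEFs and not called between the iRECs (18.5% of those tested). Whatever the call between the iRECs, 3468 genes were lower in both, and 2513 of these were at least 2-fold lower in both. These counts rest on the calls of the 3 comparisons, not on soft clustering.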

We were not able to assign any genes to logically expected cluster number six representing genes being downregulated in iREC WT and mutation conditions compared to MEFs.

A GO over-representation test was done using Bioconductor package clusterProfiler version 3.8.1 (Yu et al., 2012) and not more than five most significant terms from each biological domain of clusters one, three, four, seven and eight were plotted (Figure 7F). With genes representing mitochondrial gene expression GO term (GO:0140053) a heatmap was plotted as outlined above.

### Data and Code Availability

RNA-seq datasets have been deposited in GEO (Gene expression omnibus) under the accession number #GSE139674.

## Supplemental Information

Document S1. Figures S1–S7 and Tables S1–S3

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

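RNA sequencing counts of 9 libraries, 3 each of MEFs, iRECs WT and iRECs R85W, were analysed. The authors trimmed single-end reads of 50 bp with Trim Galore 0.4.3, aligned them to GRCm38 with STAR, counted reads per gene with featureCounts 1.6.0 and deposited raw counts per gene symbol for each library. These names and versions come from the paper and the submitters' processing notes, and the annotation and strand setting are not given in the sources used here. The authors tested the counts with DESeq2 1.18.1, clustered the significant genes and ran GO over-representation, and neither of these last steps was repeated. The counts were read as deposited. Of 24421 symbols, 24300 were placed on GRCm38 with RefSeq (23204 by symbol and 1096 by a synonym), and 24042 had a GENCODE transcript for GC content and length.

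Genes were filtered with edgeR 4.0.16 (filterByExpr, 14240 kept), scaled by TMM and tested with its quasi-likelihood test in R 4.3.3, in 1 model of the 3 conditions over all 9 libraries with 6 residual degrees of freedom. An adjusted p (Benjamini-Hochberg) under 0.05 was a call, and the standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. CPM values use TMM-scaled library sizes. Gene lists, 40 written from textbook knowledge before the data were examined and 39 with tested genes, were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log CPM (prior count 2), and 1399 of their 1641 members were tested. Some lists follow the themes of Fig. 7F. Mitochondrially encoded genes were not analysed here. A condition with no count for a gene was given a floor of 3 counts over the condition, 0.0119 CPM in MEFs, 0.0376 CPM in iRECs WT and 0.0345 CPM in iRECs R85W, which covers counting error only.

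Genes named in the text were chosen by a rule that was also set then. For each comparison it takes the 8 largest increases and 8 largest decreases among called genes with at least 5 CPM in the higher condition and no overlap between libraries (which chance gives for 10% of genes with 3 against 3), leaving out bare gene models. It adds every gene that the paper names or labels in Fig. 7G, and for each list the 4 members with the smallest p in iRECs R85W against iRECs WT and in iRECs WT against MEFs. Mtap, Cdkn2a and Cdkn2b were chosen after their values were seen. Xist, Ddx3y, Kdm5d, Eif2s3y, Uty, Gapdh and Krt8 were looked up as checks, outside this rule.

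Total counts were 23300164 to 201914717 in MEFs, 23025241 to 27525130 in iRECs WT and 25642304 to 29034322 in iRECs R85W (median of all libraries 27412551). The 20 most abundant genes took 10.4% to 11.0% of the counts in MEFs and 5.21% to 5.55% in iRECs. In simulated counts for the 14240 genes, with 200 changed, edgeR recovered 4.48%, 43.3% and 86.4% of 1.5-, 2- and 4-fold changes between iRECs WT and MEFs, 1.49%, 37.3% and 93.9% between iRECs R85W and MEFs and 5.97%, 49.3% and 89.4% between the iRECs, and each of the 3 list tests found a list moved 1.5-fold and passed 0 others. Simulated genes were drawn independently, whereas the estimated correlation within the mitochondrial ribosome list was 0.526. The simulation therefore does not bear on false list calls among correlated genes. Replicates of a condition differed by far more than sampling noise (chi-square per gene 45.9 to 183.5), so none was counted as a technical repeat of another. This does not show that they were reprogrammed separately. Genes of chromosome 12 were lower than in MEFs in every iRECs WT library (median log2 shift -0.961 to -0.857). Whether libraries of a condition share a line of cells was not tested. If they do, p-values between the iRECs measure the spread within such lines.

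Libraries of iRECs WT and iRECs R85W with the same replicate number deviated together from their condition means (correlations 0.427, 0.424 and 0.299), but not those of iRECs WT and MEFs (0.203, 0.222 and -0.0919) or of iRECs R85W and MEFs (0.168, 0.144 and -0.160). The pairing of the iRECs is taken from these data, and neither the paper nor the labels states it. Alternatives were DESeq2 1.42.0, DESeq2's size factors or library totals in place of TMM, no filter or at least 1 CPM in 3 libraries, the replicate number as a block, the 6 libraries compared alone, an adjusted p under 0.01, an absolute log2 fold change of at least 1, each library left out, and an estimated correlation or fry for the lists. A replicate block in the iRECs alone, no genes of chromosomes 4, 5, 12 and 19, and no replicate 1 of both kinds of iRECs were chosen after the data were seen. Genes with near-identical copies, between which the counting could split reads, are uncertain. Gapdh was at 0.744 ± 0.377 CPM (SD, n = 3) in MEFs and Krt8 had 0 to 3 counts in each library, and the reason was not tested.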

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

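The tests on the genes around Mtap were chosen only after the result was seen. For some chromosomes, which the paper does not discuss, the median shift of their genes in the iRECs went beyond 3 times the largest shift of a chromosome in any MEF library (0.108). The median log2 shift relative to MEFs was -0.807 for chromosome 4, 0.452 for chromosome 5 and -0.903 for chromosome 12 in iRECs WT, and -0.457 for chromosome 4 and 0.520 for chromosome 19 in iRECs R85W. Not all of these shifts were even along the chromosome. On chromosome 4 in iRECs WT, the 10 Mb windows from 10, 20 and 30 Mb had medians of -0.215, -0.000384 and -0.12, and that from 40 Mb had -0.938. On chromosome 19 in iRECs R85W, the windows from 20 and 30 Mb had 1.03 and 0.11.

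On chromosome 12, 325 of 493 tested genes were lower and 59 higher in iRECs WT than in MEFs. Against GC content or gene length as the whole cause, the median log2 fold change was -0.897 before and -0.892 (bootstrap standard error 0.0445) after a trend on both was removed. Against a loss of fibroblast genes that happen to lie there, 17 genes of lists of widely used functions lay -0.933 (standard error 0.154) from 553 genes of the same lists elsewhere. These lists include mitochondrial biogenesis regulators and the lysosome, and not every member need be used by all cells. A lower copy number of the whole chromosome in iRECs WT stays open as a hypothesis: 100% of 12 windows of 10 Mb had a median below -0.4, where 1 copy in place of 2 would give -1. DNA was not measured, and whether a change in some cells or clones could lie behind the shift, or a condition effect, was not tested.

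Mtap, an enzyme of methionine salvage, and the cell cycle inhibitors Cdkn2a and Cdkn2b, neighbours on chromosome 4 from 89137370 to 89311032, were near 0 in iRECs WT. Their mean CPM was 1.31, 1.11 and 0.213 in iRECs WT, 125, 117 and 25.2 in iRECs R85W and 133, 234 and 109.8 in MEFs, and these genes were chosen after their values were seen. The nearest genes with at least 5 CPM in iRECs R85W were Klhl9, 415 kb from Mtap, and Tusc1, 4023 kb from Cdkn2b. In iRECs WT they were at 52.1% and 83.4% of their iRECs R85W level. This argues against a near absence of expression that reaches Klhl9 and Tusc1, but leaves a weaker lowering open. Klhl9 was itself lower, at 68.8 CPM in iRECs WT, 132 CPM in iRECs R85W and 223 CPM in MEFs. The window from 80 Mb, which holds Klhl9, had a median log2 fold change against MEFs of -1.49 in iRECs WT and -0.391 in iRECs R85W. A lowering of the genes between Klhl9 and Tusc1 stays open as well. The tested genes there outside the 3, Gm12603 (52.8 kb from Mtap) and Elavl2, were at low counts. They had 0.284 ± 0.260 and 0.0113 ± 0.0196 CPM (SD, n = 3) in iRECs WT and 2.32 ± 1.81 and 0.0951 ± 0.0867 CPM in iRECs R85W. Gm12603 was at 12.2% of its iRECs R85W level. Joint regulation of the 3 genes was not tested, and a deletion of them in the cells of iRECs WT may be the source and was not tested on DNA.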

How the results depend on the processing

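Of the 471 results for named genes, 459 kept their direction and side of the threshold with DESeq2, 460 with DESeq2's size factors, 431 with library totals, 452 with no filter and 455 with the replicate block, as did 457 of the 468 with a value among genes with at least 1 CPM in 3 libraries and 440 of the 464 with a value in the 6 libraries compared alone. The other 3 and 7 results had no value, since those filters removed the gene. For each change given here the cause was not tested, except where fewer genes or a stricter threshold give fewer calls. At an adjusted p under 0.01, 835 genes were higher and 633 lower in iRECs R85W than in iRECs WT. Of the genes higher in iRECs WT than in MEFs, 141 were then higher again and 290 lower in iRECs R85W, of those lower in iRECs WT 495 were higher and 168 lower again, and with no call in iRECs WT 199 were higher and 175 lower. With an absolute log2 fold change of at least 1, 2491 genes were higher in iRECs WT and 2273 in iRECs R85W than in MEFs, 954 were higher and 784 lower between the iRECs, 1469 were higher in both kinds of iRECs, and 204 rose again, 327 fell back and 527 recovered in iRECs R85W. Without genes of chromosomes 4, 5, 12 and 19, 789 genes were higher in iRECs R85W than in iRECs WT. The correlation of fold changes was 0.874 with no filter, 0.920 among genes with at least 1 CPM in 3 libraries and 0.890 with DESeq2.

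Leaving out 1 library gave a correlation of 0.905 to 0.915, 222 to 307 genes higher in iRECs WT and higher again in iRECs R85W (222 without iRECs WT replicate 2), 449 to 666 higher and then lower (449 without iRECs WT replicate 2 and 486 without iRECs R85W replicate 3), 192 to 328 lower in iRECs R85W with no call in iRECs WT (192 without iRECs R85W replicate 3 and 194 without iRECs R85W replicate 2), and 5 to 13 lists passing between the iRECs (11 with all libraries, 5 without iRECs R85W replicate 3, 6 without iRECs WT replicate 1 and 7 without iRECs R85W replicate 1). Calls among the genes of Fig. 7G were then 1 to 9 lower between the iRECs and 5 to 14 higher in iRECs R85W than in MEFs. Over all tested genes, the other counts of calls and of expression patterns stayed within 1.5 times. Of the calls of named genes, 19 of 138 in iRECs WT against MEFs, 19 of 106 in iRECs R85W against MEFs and 35 of 106 between the iRECs ended without at least 1 library.

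The replicate block in the iRECs alone gave 2463 genes higher and 2121 lower in iRECs R85W. It added 12 calls of named genes between the iRECs and ended 0, and ended the call of the epithelial list (adjusted p = 0.0634). The block over all 9 libraries ended the call of Mdh2, which lies on chromosome 5, between the iRECs (adjusted p = 0.0506 from edgeR, 0.0268 to 0.162 over its alternatives) and those of the citric acid cycle list in iRECs WT (0.0666) and the p53 target list in iRECs R85W (0.0512) against MEFs, added 5, 6 and 4 calls of named genes in the 3 comparisons, and changed no other call of a named gene or list.

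With an estimated correlation 0 lists passed in iRECs WT and 1 in iRECs R85W against MEFs and 0 between the iRECs, with fry 31, 23 and 5, and with library totals 14 in iRECs R85W against MEFs. The mitochondrial ribosome list had a median log2 fold change of 0.48 in iRECs WT (adjusted p = 0.728 with an estimated correlation) and of -0.22 between the iRECs (adjusted p = 0.855 with an estimated correlation and 0.310 with fry), and there of -0.17 without replicate 1 of both (adjusted p = 0.236) and of -0.31 to -0.18 without 1 library. It ended its call without iRECs WT replicate 1 (adjusted p = 0.103), without iRECs R85W replicate 1 (0.0668) or without iRECs R85W replicate 3 (0.108). The list of hepatic and intestinal HNF4A targets was lower with fry at a positive median of 1.85 in iRECs WT (adjusted p = 0.0121) and of 0.13 in iRECs R85W (0.00133). In simulated counts, 1.49% to 5.97% of 1.5-fold changes were recovered, and depth was not varied.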

Differences from the paper's values

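The paper's count of genes that differ among the 3 conditions is 10963, and 9377 were found here at an adjusted p under 0.05. The paper's statistics section takes P under 0.05 as significant in general, and does not say whether P was adjusted for this count. The counts were 10399 with DESeq2, 10279 with the replicate block, 10132 with library totals and 10131 with no filter, and none of the settings for this test reached the paper's count. Genes called in at least 1 of the 3 pairwise comparisons, counted after the paper's value was known, numbered 10078 with edgeR and 11027 with DESeq2, of which the second passes the paper's count.

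The paper assigns no gene to the group lower in both kinds of iRECs than in MEFs, whereas 3468 genes were lower in both here and 2636 of them were not called between the iRECs. In Fig. 7F a proteasome term belongs to a cluster that falls with wild-type HNF4A and is higher again with R85W, whereas 25 of 40 higher and 3 lower (26 and 3 when adjusted over the list alone) were found among proteasome subunit genes in iRECs WT against MEFs and 2 higher and 6 lower (2 and 5 when adjusted over the list alone) in iRECs R85W against iRECs WT. A splicing term belongs there to a cluster that rises with wild-type HNF4A and is lower with R85W, whereas 8 of 74 higher and 4 lower (7 and 3 when adjusted over the list alone) were found among splicing genes in iRECs R85W against iRECs WT, and 34 higher and 7 lower (31 and 5 when adjusted over the list alone) in iRECs WT against MEFs. The lists are not the GO terms of the figure, and those of sterol synthesis, ER stress and the lysosome had more calls in the direction of 1 of their clusters than against it. Between the iRECs the lysosome had 7 higher and 6 lower of 64, near the share over all 14240 genes (1605 and 1373). The lysosome and ER stress lists passed neither in iRECs WT against MEFs (camera, adjusted p = 0.493 for each) nor between the iRECs (0.770 and 0.468). Their calls therefore bear out no cluster. The genes of Fig. 7G are shown as lower in iRECs R85W than in iRECs WT. All 27 had a lower mean here and 9 were called, against 12 with DESeq2, 10 with the replicate block and 15 in the fit of the iRECs alone with the block, which was chosen after the values were seen and dropped 0 of the 9. The paper describes the fibroblasts as those of male mice, whereas Xist, the RNA of the inactive X chromosome, was at 535 to 1194 CPM in the 9 libraries and the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had at most 1 count in each.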

Other observations

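The tests of chromosome-wide shifts and of proliferation were chosen only after the result was seen. Target genes of p53, the DNA damage response factor, fell from MEFs to iRECs WT (20 lower and 3 higher, 20 and 4 when adjusted over the list alone, of 26 tested; camera, adjusted p = 0.00115, but adjusted p = 0.726 with an estimated correlation) and rose from iRECs WT to iRECs R85W (12 higher and 1 lower, also when adjusted over the list alone; adjusted p = 0.00165, but adjusted p = 0.855 with an estimated correlation). Sulf2, a sulfatase, was at 3.78 ± 0.963 CPM (SD, n = 3) in iRECs WT and 16.9 ± 5.52 CPM in iRECs R85W (log2 fold change 2.16, standard error 0.28, adjusted p = 5.08e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Btg2, an antiproliferative gene, at 88.2 ± 10.1 and 234 ± 38.5 CPM, whereas Perp, a desmosome protein, was lower, at 28.5 ± 10.9 and 5.29 ± 0.803 CPM (log2 fold change -2.43, standard error 0.32, adjusted p = 6.61e-04). Interferon response genes fell from MEFs to iRECs WT (21 lower and 3 higher, 22 and 3 when adjusted over the list alone, of 38; camera, adjusted p = 0.0353, but adjusted p = 0.728 with an estimated correlation) and again to iRECs R85W (9 lower and 1 higher, 13 and 2 when adjusted over the list alone; adjusted p = 0.0183, but adjusted p = 0.855 with an estimated correlation). B2m, the light chain of MHC class I, was at 927 ± 218 CPM in iRECs WT and 338 ± 69.6 CPM in iRECs R85W (log2 fold change -1.46, standard error 0.22, adjusted p = 0.00128 from the same test), and H2-K1, a heavy chain, at 824 ± 391 and 143 ± 66.3 CPM. The interferon list's median log2 fold change between the iRECs was -0.60, and its call ended without the genes of chromosomes 4, 5, 12 and 19 (median -0.54, adjusted p = 0.0537), without iRECs R85W replicate 1 (-0.61, adjusted p = 0.0531), without iRECs WT replicate 1 (-0.15, adjusted p = 0.256) and without replicate 1 of both (-0.03, adjusted p = 0.402). Without iRECs R85W replicate 3 its median was -1.08. In iRECs WT against MEFs its median was -1.12, and its call ended without iRECs WT replicate 2 (-1.15, adjusted p = 0.0630), without iRECs WT replicate 3 (-1.09, adjusted p = 0.0762), without MEFs replicate 2 (-1.02, adjusted p = 0.0554) and among genes with at least 1 CPM in 3 libraries (-1.18, adjusted p = 0.0539).

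Immediate early and heat shock genes were higher in iRECs R85W than in iRECs WT (5 higher and 1 lower, also when adjusted over the list alone, of 28; camera, adjusted p = 0.0298, but adjusted p = 0.855 with an estimated correlation, and 0.0814 without iRECs R85W replicate 1, 0.0861 without iRECs R85W replicate 3 and 0.0971 without iRECs WT replicate 3) and did not pass in iRECs WT against MEFs (7 higher and 12 lower, 7 and 13 when adjusted over the list alone; adjusted p = 0.525). Klf2, a transcription factor, was at 0.373 ± 0.237 CPM in iRECs WT and 6.25 ± 1.47 CPM in iRECs R85W (log2 fold change 4.02, standard error 0.36, adjusted p = 5.42e-05 from edgeR's test). Genes of lipid droplets and triglycerides did not pass between the iRECs (7 higher and 2 lower, also when adjusted over the list alone, of 31; camera, adjusted p = 0.350) or in iRECs WT against MEFs (9 higher and 15 lower, also when adjusted over the list alone; adjusted p = 0.289), while Plin4, a lipid droplet coat protein, was at 1.38 ± 0.124 CPM in iRECs WT and 16.1 ± 8.05 CPM in iRECs R85W (log2 fold change 3.54, standard error 0.36, adjusted p = 1.44e-04 from edgeR's test). Acly, which makes acetyl-CoA for fatty acid synthesis, was at 868 ± 297 and 376 ± 76.0 CPM (log2 fold change -1.21, standard error 0.26, adjusted p = 0.00876 from edgeR's test). Endothelial genes fell in iRECs WT against MEFs (9 lower and 2 higher, also when adjusted over the list alone, of 12; camera, adjusted p = 0.0162, but adjusted p = 0.353 with an estimated correlation, 0.0683 without iRECs WT replicate 1, 0.0508 without MEFs replicate 2, 0.0552 with no filter and 0.0970 among genes with at least 1 CPM in 3 libraries) and did not pass between the iRECs (adjusted p = 0.661), nor did those of cartilage and bone (adjusted p = 0.820). Cell cycle genes did not pass in iRECs WT against MEFs, with 8 of 50 higher and 3 lower (1 and 1 when adjusted over the list alone), and camera gave adjusted p = 0.525. Against MEFs, iRECs R85W had higher ribosome biogenesis and splicing genes (adjusted p = 8.37e-04 and 0.00688; adjusted p = 0.789 and 0.735 with an estimated correlation) and lower sterol synthesis, interferon and p53 target genes (adjusted p = 0.0172, 0.00110 and 0.0401; 0.892, 0.735 and 0.735 with an estimated correlation), of which the sterol call ended without iRECs R85W replicate 1 (adjusted p = 0.0534) and the p53 call without iRECs R85W replicate 1 (0.0537), without MEFs replicate 3 (0.0550) or with the replicate block (0.0512).

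The following lists of cell functions did not pass in either comparison. Of 39 autophagy genes, 10 higher and 10 lower (9 and 8 when adjusted over the list alone) were called in iRECs WT against MEFs and 2 higher and 0 lower (1 and 0 when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.902 and 0.309 from camera. Of 43 peroxisome genes, 9 higher and 13 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 4 higher and 4 lower (4 and 3 when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.855 and 0.921 from camera. Of 34 glycolysis and hypoxia genes, 15 higher and 7 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 3 higher and 2 lower (the same counts when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.158 and 0.669 from camera. Of 77 cytosolic ribosome genes, 9 higher and 8 lower (1 and 4 when adjusted over the list alone) were called in iRECs WT against MEFs and 2 higher and 1 lower (0 and 0 when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.461 and 0.874 from camera. The median level of this list was 45.2 CPM in MEFs, 40.6 in iRECs WT and 44.7 in iRECs R85W. Whether it lost reads to near-identical copies of its genes was not tested. Of 18 fatty acid synthesis genes, 9 higher and 4 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 1 higher and 6 lower (the same counts when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.340 and 0.105 from camera.

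For the following lists of other cell types and of kidney or liver genes, neither comparison passed. Of 27 kidney development genes, 13 higher and 9 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 5 higher and 7 lower (the same counts when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.361 and 0.819 from camera. Of 19 hepatic and intestinal HNF4A target genes, 10 higher and 6 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 3 higher and 6 lower (the same counts when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.459 and 0.164 from camera. Of 10 podocyte genes, 3 higher and 6 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 0 higher and 0 lower (the same counts when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.525 and 0.692 from camera. Of 13 skeletal muscle genes, 2 higher and 7 lower (3 and 7 when adjusted over the list alone) were called in iRECs WT against MEFs and 1 higher and 0 lower (the same counts when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.238 and 0.820 from camera. Of 7 neural and Schwann cell genes, 2 higher and 3 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 2 higher and 0 lower (the same counts when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.951 and 0.291 from camera. Of 9 blood and macrophage genes, 4 higher and 2 lower (the same counts when adjusted over the list alone) were called in iRECs WT against MEFs and 0 higher and 1 lower (0 and 0 when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.525 and 0.874 from camera. Of 19 other nephron segment genes, 9 higher and 3 lower (11 and 4 when adjusted over the list alone) were called in iRECs WT against MEFs and 7 higher and 3 lower (8 and 3 when adjusted over the list alone) in iRECs R85W against iRECs WT, with adjusted p = 0.175 and 0.468 from camera. In iRECs WT against MEFs the median, mean and test of the kidney development (median -0.18 and mean 1.40), podocyte (-0.71 and 0.25), peroxisome (0.03 and -0.01) and neural lists (0.26 and -1.28) differed in sign. Between the iRECs the same held for the lists of the lysosome (-0.08 and 0.10), splicing (-0.02 and 0.01), mitochondrial biogenesis regulators (0.01 and -0.02) and endothelium (-0.05 and 0.33), and the cytosolic ribosome had a median of -0.02, a mean near 0 and a positive test direction. In iRECs R85W against MEFs they differed for fatty acid oxidation (-0.04 and 0.18), podocyte (-0.96 and 0.20) and neural genes (0.07 and -0.55), and fatty acid synthesis had a median of -0.01 and a positive test direction.

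Splits of the libraries into groups of 3 bear on chance. For the 3 conditions, 1 of 100 splits drawn out of 280, the real one, called 9377 genes, the highest of the others called 7200 and their median was 0. A chance split of the 9 libraries is thus unlikely to give this count. The count includes differences from MEFs, so it does not settle the grouping of the iRECs, nor what libraries of a condition share. In each pairwise comparison 1 of 10 splits, the real one, called as many genes (8784 in iRECs WT and 7966 in iRECs R85W against MEFs and 2978 between the iRECs), and the highest other called 0 genes with edgeR (656, 273 and 1402 at an unadjusted p under 0.05), but 10 splits are too few for a share under 0.05. Among the 4 splits between the iRECs that part all 3 pairs of replicate numbers, the others called 0 genes (at most 297 at an unadjusted p under 0.05). The others mix both kinds of iRECs in each group, so the difference between the kinds widens the spread within groups. With 4 splits, this count does not decide on chance.

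A candidate explanation was sought for the lower mitochondrial ribosome genes in iRECs R85W than in iRECs WT, whose median log2 fold change was -0.22 (call ended without iRECs WT replicate 1, without iRECs R85W replicate 1 and without iRECs R85W replicate 3, with camera's adjusted p = 0.103, 0.0668 and 0.108). The list did not pass with camera at an estimated correlation (adjusted p = 0.855) or with fry (adjusted p = 0.310). Against chromosome-wide shifts as the whole cause, the median was -0.242 (unadjusted p = 0.000623, camera) over the 69 genes outside chromosomes 4, 5, 12 and 19. Against GC content or gene length, it was -0.224 before and -0.190 (bootstrap standard error 0.0428) after a trend on both was removed, in the fit with the replicate block. A difference in proliferation stays open, since 0 of 3 same-numbered pairs had lower mitochondrial ribosome genes without lower cell cycle genes (-0.336, -0.214 and -0.152 against -0.585, -0.585 and -1.02). An effect of the mutation itself stays open as well, and it cannot be told apart from proliferation here. Nor can it be told apart from the lower Hnf4a and Hnf1b levels of iRECs R85W, or from other differences between the cells of each condition.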
